# Fermentation-induced variation in heat and oxidative stress phenotypes of *Lactococcus lactis* MG1363 reveals transcriptome signatures for robustness

**DOI:** 10.1186/s12934-014-0148-6

**Published:** 2014-11-04

**Authors:** Annereinou R Dijkstra, Wynand Alkema, Marjo JC Starrenburg, Jeroen Hugenholtz, Sacha AFT van Hijum, Peter A Bron

**Keywords:** Lactic acid bacteria, Stress survival, Transcriptome-phenotype matching, Cysteine, Spray drying

## Abstract

**Background:**

*Lactococcus lactis* is industrially employed to manufacture various fermented dairy products. The most cost-effective method for the preservation of *L. lactis* starter cultures is spray drying, but during this process cultures encounter heat and oxidative stress, typically resulting in low survival rates. However, viability of starter cultures is essential for their adequate contribution to milk fermentation, supporting the ambition to better understand and improve their robustness phenotypes.

**Results:**

This study describes a transcriptome-phenotype matching approach in which the starter *L. lactis* MG1363 was fermented under a variety of conditions that differed in the levels of oxygen and/or salt, as well as the fermentation pH and temperature. Samples derived from these fermentations in the exponential phase of bacterial growth were analyzed by full-genome transcriptomics and the assessment of heat and oxidative stress phenotypes. Variations in the fermentation conditions resulted in up to 1000-fold differences in survival during heat and oxidative stress. More specifically, aeration during fermentation induced protection against heat stress, whereas a relatively high fermentation temperature resulted in enhanced robustness towards oxidative stress. Concomitantly, oxygen levels and fermentation temperature induced differential expression of markedly more genes when compared with the other fermentation parameters. Correlation analysis of robustness phenotypes and gene expression levels revealed transcriptome signatures for oxidative and/or heat stress survival, including the *metC-cysK* operon involved in methionine and cysteine metabolism. To validate this transcriptome-phenotype association we grew *L. lactis* MG1363 in the absence of cysteine which led to enhanced robustness towards oxidative stress.

**Conclusions:**

Overall, we demonstrated the importance of careful selection of fermentation parameters prior to industrial processing of starter cultures. Furthermore, established stress genes as well as novel genes were associated with robustness towards heat and/or oxidative stress. Assessment of the expression levels of this group of genes could function as an indicator for enhanced selection of fermentation parameters resulting in improved robustness during spray drying. The increased robustness after growth without cysteine appeared to confirm the role of expression of the *metC-cysK* operon as an indicator of robustness and suggests that sulfur amino acid metabolism plays a pivotal role in oxidative stress survival.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12934-014-0148-6) contains supplementary material, which is available to authorized users.

## Background

*Lactococcus lactis* is important during milk fermentations, as this lactic acid bacterium (LAB) positively contributes to the preservation, flavor and texture characteristics of the resulting fermented end-products, which include cheese and butter(milk) [1]. Nowadays, these milk fermentation processes have largely been industrialized and standardized, and are initiated with the addition of starter cultures containing high concentrations of one or multiple *L. lactis* strains. During production and processing, these starter cultures are exposed to severe stresses, e.g., heat and oxidative stress during spray drying, typically resulting in decreased viability [2-4]. However, viability of starter cultures is essential for their adequate contribution to milk fermentation, supporting the ambition to better understand and improve their robustness phenotypes [5].

One of the most extensively studied *L. lactis* strains is *L. lactis* subsp. *cremoris* strain MG1363, a plasmid free derivative of strain NCDO712 [6]. Various genetic engineering tools have been developed for this strain, which have for example been applied for metabolic engineering strategies [7] and heterologous protein production [8]. In 2007, the complete genome sequence of MG1363 became publicly available [9], allowing the design of DNA microarrays and subsequent full-genome transcriptome analyses. So far, transcriptome analyses of strain MG1363 revealed the regulatory networks of nitrogen metabolism [CodY [10]], carbon catabolite repression [CcpA [11]] and fatty acid biosynthesis [FabT [12]], and this technology was also employed to study gene expression during growth in milk [13].

Although specific genes involved in heat stress [14-16] and/or oxidative stress survival [15,17,18] were studied in MG1363, an analysis of the full-genome transcriptome of this strain in relation to stress survival is, to the best of our knowledge, currently lacking. Nevertheless, pre- and cross-adaptation experiments, in which cells were challenged with a mild stress before exposure to lethal doses of the same or a different stress, respectively, have demonstrated that fermentation conditions prior to stress exposure can affect survival [15,19].

In this study, we fermented strain MG1363 under twelve different conditions and subsequently performed transcriptome analysis, paralleled by heat and oxidative stress survival measurements. This approach revealed the effect of fermentation conditions on stress survival and gene expression, and also enabled transcriptome-phenotype matching [20] in which gene expression profiles were correlated to survival characteristics, revealing transcriptome signatures for robustness.

## Results

### Fermentation conditions strongly affect robustness

Strain MG1363 was fermented under twelve different conditions, resulting in variation in growth characteristics, including maximum growth rate (μ_max_) and final optical density (OD_final_, [Table 1, Additional file 1]). Fermentation at 35°C and a starting pH of 6.5 without aeration and addition of salt resulted in the highest maximum growth rate (1.21 h^−1^ [Table 1]), whereas fermentations at 27°C in the presence of relatively high levels of oxygen resulted in the lowest maximum growth rate (0.73 h^−1^). Overall, the maximum growth rate was significantly lower in fermentations at 27°C than in fermentations at 30°C or 35°C. The OD at the end of fermentation ranged from 1.76 to 3.28 (Table 1) and was significantly higher in fermentations started at pH 6.5 than in fermentations started at pH 6.0. In exponential phase of growth, cells were harvested and assessed for heat and oxidative stress survival phenotypes. Variations in fermentation conditions resulted in up to 1000-fold differences in survival (Figure 1), which did not correlate with the observed maximum growth rate or optical density at the end of fermentation. The most robust phenotypes towards heat stress were measured in cells from fermentations at 35°C with a relatively high level of oxygen (fermentation numbers 9 and 10, Figure 1A). Cells from these fermentations also displayed a high robustness towards oxidative stress (Figure 1B). Concomitantly, significant correlation between heat stress survival (at 60 minutes) and oxidative stress survival (at both time points) was observed, which corresponds with our previous observation that robustness towards heat and oxidative stress are significantly correlated [4]. Furthermore, growth curves and robustness levels after 60 minutes of the duplicate samples 6 and 13 were highly similar (Figure 1 and Additional file 1). However, robustness levels after 30 minutes of stress of these duplicate samples displayed some variation (approximately one log unit; Figure 1) and, therefore, samples 6 and 13 were treated as individual samples in further analyses. Nevertheless, for both heat and oxidative stress, robustness after 30 minutes of stress correlated significantly with robustness after 60 minutes of stress, indicating both time points appear to appropriately represent the fermentation-induced differences in survival.

**Table 1:** **Fermentation conditions and resulting growth characteristics of MG1363**

**Fermentation number**	**NaCl (mM)**	**Starting pH**	**Temperature (°C)**	**Level of oxygen**	**OD**_**final**_	**μ**_**max**_ **(h** ^**−1**^ **)**
1	0	6.0	27	+	1.95	0.73
2	100	6.5	27	+	2.68	0.73
3	0	6.5	27	-	3.04	0.94
4	100	6.0	27	-	1.76	0.83
5	0	6.0	30	-	2.18	1.06
6	100	6.5	30	-	2.72	1.01
7	0	6.5	30	+	3.28	0.95
8	100	6.0	30	+	2.05	0.82
9	0	6.0	35	+	2.37	1.01
10	100	6.5	35	+	3.17	0.98
11	0	6.5	35	-	3.06	1.21
12	100	6.0	35	-	2.02	1.09
13	100	6.5	30	-	2.78	1.00

**Figure 1:**
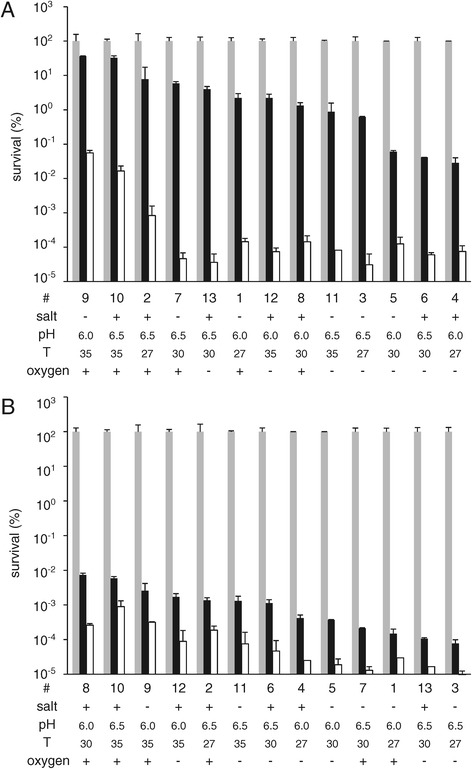
**Robustness of MG1363 at various fermentation conditions.** Survival percentage of strain MG1363 at t = 0 (grey bars), 30 minutes (black bars) and 60 minutes (white bars) of heat stress **(A)** or oxidative stress **(B)**. Fermentation numbers are as indicated in Table 1. Fermentations varied in addition of salt (0 [−] or 100 [+] mM NaCl), starting pH (6.0 or 6.5), fermentation temperature (27, 30 or 35°C) and level of oxygen (shaken [+] or static [−]). Data represent averages of technical duplicates. Error bars indicate standard deviation.

To identify which individual fermentation parameter had the most pronounced effect on robustness, we compared robustness in all fermentations with one variant of an individual parameter (e.g. pH 6.0) with robustness in all fermentations with the other variant of this fermentation parameter (e.g. pH 6.5). Fermentations varying in salt concentration or pH did not significantly differ in robustness towards heat or oxidative stress (Additional file 2). By contrast, the oxygen level and the fermentation temperature appeared to be relevant parameters for robustness. Aeration due to shaking during fermentation resulted in significantly improved robustness towards heat stress (Figure 2A), whereas fermentation at 35°C resulted in improved robustness towards oxidative stress when compared with the fermentations performed at 27°C (Figure 2B). Taken together, our data demonstrate that fermentation conditions have a dramatic impact on stress survival phenotypes and provide clues for optimization of fermentation processes for enhanced robustness.

**Figure 2:**
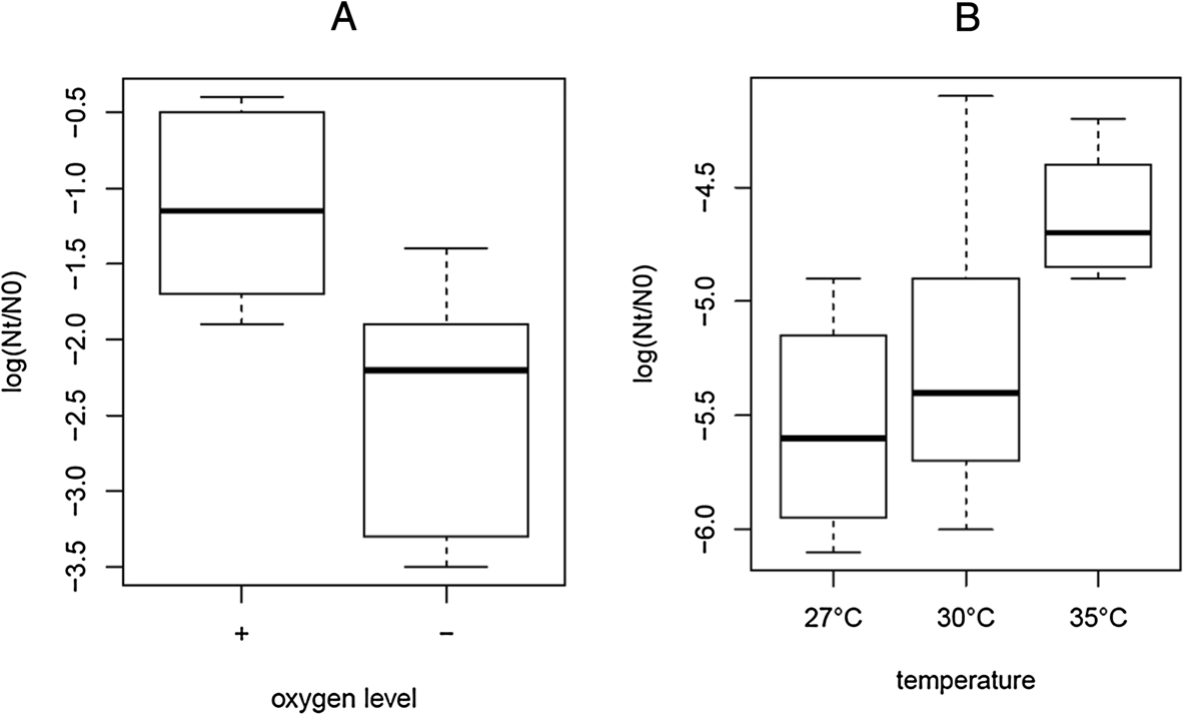
**Effect of oxygen level and temperature on robustness of MG1363.** Boxplots of robustness phenotypes after 30 minutes of heat stress at high (+) and low (−) oxygen levels **(A)** and robustness phenotypes after 30 minutes of oxidative stress at various temperatures **(B)**. Robustness is expressed as the difference of log CFU/ml after stress (Nt) and before stress (N0).

### Transcriptome-phenotype matching identifies genetic signatures for robustness

To determine which transcriptome changes are associated with the variations in fermentation conditions and corresponding robustness phenotypes, we initially assessed the effect of the individual fermentation parameters on gene expression. 

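Expression of *L. lactis* MG1363 was measured in 13 fermentations on custom oligonucleotide arrays, on which cDNA from one sample labelled with Cy3 and cDNA from another labelled with Cy5 bind to the same probes. Each fermentation was hybridized 2 to 4 times, which gave 32 measurements, and each was taken as 1 value, since its repeat hybridizations come from the same culture. The oxygen comparison set 6 shaken against 7 static fermentations (13 and 19 measurements). Salt (100 against 0 mM NaCl) and starting pH (6.5 against 6.0) each had 7 fermentations at the higher and 6 at the lower level (18 and 14 measurements for salt, 19 and 13 for pH). The temperatures 27, 30 and 35°C had 4, 5 and 4 fermentations (9, 14 and 9 measurements). Fermentations 1 to 6 were grown on day 1 and fermentations 7 to 13 on day 2, so that 27°C was used on day 1 only and 35°C on day 2 only. Those of day 1 were hybridized on slide 1 and those of day 2 on slide 2, apart from a single measurement of fermentation 13 on slide 1. A difference between the days therefore also holds any difference between the slides.

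The authors normalized the spot signals by Lowess, scaled them with MicroPreP and took the median of the probes of each ORF, and the deposited table gives this relative signal on a linear scale. The values used here start from the scanner output, which holds the mean intensity of each spot and its local background without normalization. Background was corrected with normexp (offset 50), the 2 dyes of an array were balanced by loess, and arrays were scaled to a common average intensity (Aquantile). Spots of a probe were averaged, the median of the probes of a gene was taken (median 5 probes per gene), and the Cy3 and Cy5 means of a fermentation were averaged on the log2 scale. Within each measurement, these values and the log2 of the authors' table had a Pearson r across genes of at least 0.952, where genes are not independent replicates.

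The mean signal was 1.67 to 4.38 times the local background per measurement (median 3.27 in shaken and 2.43 in static fermentations). Between 82.8 and 99.8% of the 2369 genes lay above the 95th percentile of the 77 negative control spots of the same array and dye (median 90.2% in shaken and 95.4% in static fermentations), and 1 gene never did. Repeat measurements of a fermentation differed by a root mean square of 0.35 on the log2 scale (median), against 0.69 between fermentations. The number of fermentations, not of arrays, limits the precision of what follows. Genes are called at a Benjamini-Hochberg adjusted p under 0.05 from limma over all genes.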

Aeration (148 genes) and alteration in temperature (296 genes when comparing the highest and lowest temperature) significantly altered the expression of a high number of genes (Figure 3) as compared with the fermentation parameters salt (6 genes) and pH (89 genes), which appears in line with the observation that alteration of oxygen level and fermentation temperature also has the most pronounced effect on robustness phenotypes. 

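In the 6 shaken fermentations, 6 of 20 genes of iron and metal transport and the NADH oxidase gene *noxE* were expressed at a higher level than in the 7 static ones, and genes that include the pyruvate oxidoreductase gene *nifJ* at a lower level. Of 2369 genes, 49 rose and 30 fell with shaking. Expression of *nifJ* (*llmg_0447*), an enzyme of pyruvate oxidation with oxygen-sensitive iron-sulfur clusters, was 8.87 ± 0.40 (SD, n = 6) on the log2 scale in shaken and 12.46 ± 0.29 (SD, n = 7) in static fermentations, a fold change of 12.0 (adjusted p = 7.2e-09). The hydroxamate siderophore transporter genes *fhuD*, *fhuB*, *fhuG* and *fhuC* rose by 2.74, 2.08, 1.95 and 1.79 (SE 0.14 to 0.24), with *fhuD* (*llmg_0349*) at 12.15 ± 0.17 in shaken and 9.41 ± 0.44 in static fermentations (adjusted p = 1.5e-07). Expression of *noxE* (*llmg_0408*), the NADH oxidase that reduces oxygen to water, rose by 2.62 (SE 0.27, adjusted p = 1.9e-05) and that of the thioredoxin reductase gene *trxB2* by 1.41 (SE 0.15). All 24 genes chosen by size of evidence lay beyond every static fermentation in 6 of 6 shaken ones, which is no separate evidence, since they were picked in this comparison.

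The other higher genes among these 24 were *pnuC2* (nicotinamide mononucleotide transport, 1.66), *ribA* (riboflavin synthesis, 0.59), *ntd* (0.97), the methionine synthase gene *metE* (1.19), *llmg_1019* (2.03) and *llmg_0883* (1.00), all with an SE of 0.32 or less. The other lower genes were *llmg_2243* (−2.97), the cadmium-transporting ATPase gene *cadA* (−2.49), the neighbours *llmg_1915*, *llmg_1916* and *llmg_1917* (−3.14, −3.17 and −3.33), *llmg_2449* (−2.59), *llmg_2516* and *llmg_2517* (−2.43 and −1.92), *llmg_1024* and *llmg_1025* (−2.32 and −1.98), and *llmg_1173* (−1.32). Of 20 measured genes of iron and metal transport, 6 rose (*feoA* by 1.07 and *feoB* by 1.38 besides the *fhu* genes), *cadA* fell and 13 did not pass the test, with the same counts adjusted over the list alone. The list lay higher than the other genes (camera, adjusted p = 0.00855, median 0.17), though not with an estimated correlation between its genes (adjusted p = 0.312 with an estimated correlation). Of 21 genes of oxidative stress and redox, *noxE* and *trxB2* rose, the glutaredoxin-like *nrdH* fell by 0.71 and 18 did not pass (3 higher and 1 lower adjusted over the list alone), and the list as a whole had a camera adjusted p of 0.0565. Of 14 genes of respiration, menaquinone and haem, *hemK*, now known to encode a methyltransferase of release factors, rose by 0.61 (4 higher adjusted over the list alone; camera adjusted p = 0.0117, and adjusted p = 0.397 with an estimated correlation).

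Among 19 genes of sulfur amino acids, *metE* and *cysK* (1.38, SE 0.32, adjusted p = 0.0299) rose and none fell (3 higher adjusted over the list alone), and the list was higher by camera (adjusted p = 0.000428, and adjusted p = 0.312 with an estimated correlation). Only 3 of 6 shaken fermentations had more *cysK* than every static one. Of 16 genes of chaperones and Clp proteases, *dnaK*, the Hsp70 chaperone gene, fell by 0.96 (SE 0.18) and 15 did not pass (1 lower adjusted over the list alone), with a camera adjusted p of 0.000428 for lower expression and adjusted p = 0.397 with an estimated correlation. The median of the chaperone list was −0.05 within day 1 and −0.32 within day 2. Of 25 genes of acetoin and pyruvate metabolism, *pdhD* of the pyruvate dehydrogenase complex rose by 0.76 and the alcohol dehydrogenase gene *adhE* fell by 1.26 (2 higher and 1 lower adjusted over the list alone). Of 17 genes of tryptophan and histidine synthesis, *trpA*, *trpB* and *trpC* rose by 0.68, 0.64 and 0.69 (6 higher adjusted over the list alone). That list had a median of −0.01 and a mean of 0.17 (camera adjusted p = 0.0709), and its median changed sign without background correction and with quantile scaling. Of 27 genes of peptidases and peptide uptake, *dppB*, *dppC*, *dppD* and *dppF* of a dipeptide transporter rose by 0.54 to 0.68 (4 higher and 2 lower adjusted over the list alone). Single members passed in 3 further lists: *gapA* of 20 glycolysis genes (0.83), *uspA* of 21 acid stress genes (0.79) and the single-strand DNA-binding *ssbA* of 24 DNA repair genes (0.71).

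With the day as a block, 89 genes were called, and 36 of the 40 named here passed (not *nrdH*, *hemK*, *trpA* and *dppB*). All 40 had the same direction on day 1 and on day 2, and of all genes 32 were called within day 1 and 14 within day 2. The 40 were picked on both days together, which favours a shared direction. The methods' t-test with adjustment called 36 genes. Without fermentation 3, 6, 8 or 9 the count was 48, 48, 47 or 42, and without fermentation 9 *cysK*, *nrdH*, *hemK*, *pdhD*, *gapA*, *trpA*, *trpC*, *dppB*, *dppC*, *dppD*, *uspA* and *ssbA* no longer passed (adjusted p 0.0557 to 0.126). Of these, *gapA* and *uspA* were lost without fermentation 9 alone, and the others also without any of several more: *trpA* was lost in 11 of 13 runs, *hemK*, *pdhD*, *dppB*, *dppC* and *ssbA* in 10, *nrdH* and *trpC* in 9, *cysK* in 7 and *dppD* in 6.

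**Figure D1:**
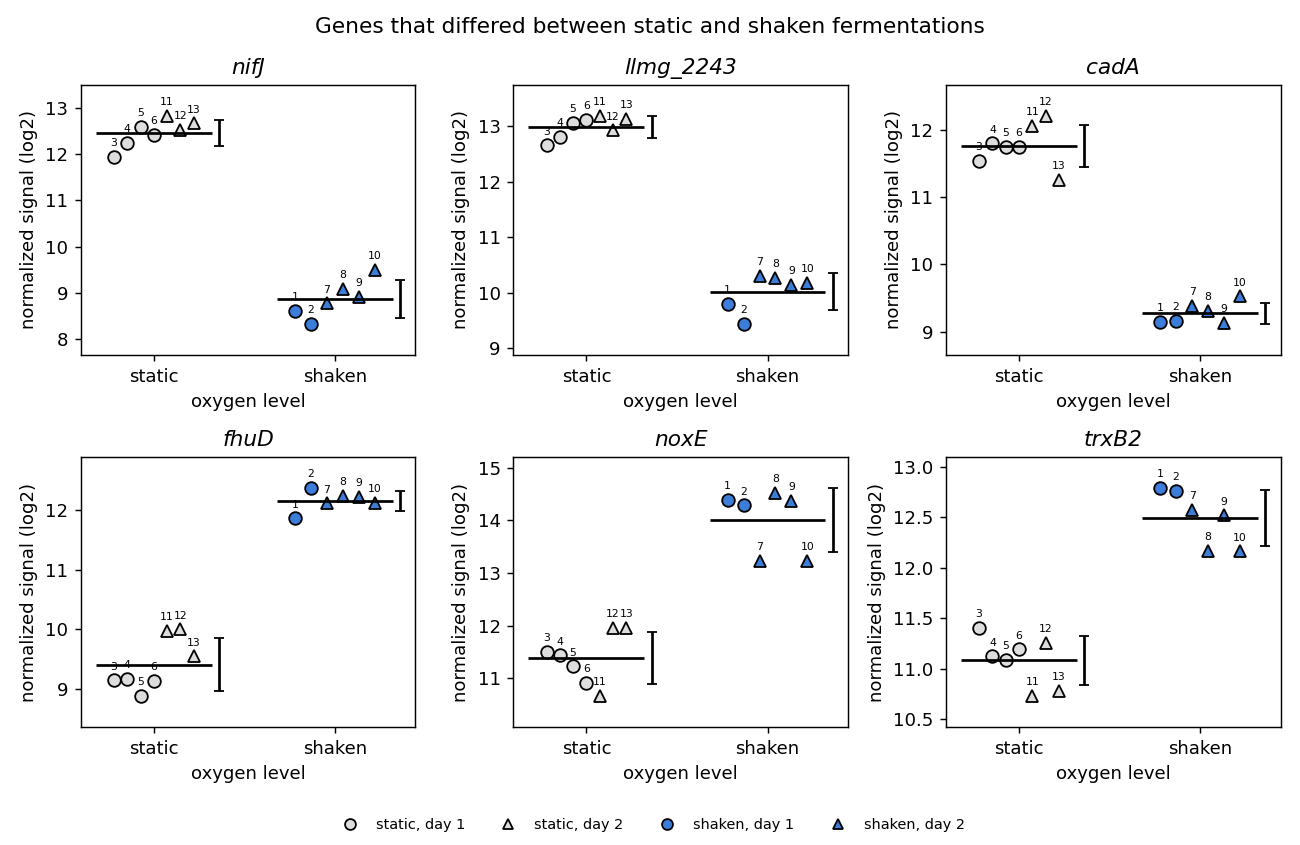
Log2 expression of *nifJ*, *llmg_2243*, *cadA*, *fhuD*, *noxE* and *trxB2* in the 6 shaken (blue) and 7 static (grey) fermentations, where each point is a fermentation marked with its number, circles are day 1, triangles are day 2, the line is the mean and the bar the SD. The first 3 genes lie lower and the last 3 higher in every shaken fermentation than in every static one.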

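Between 27 and 35°C, 5 of 15 arginine synthesis genes rose and the heat shock genes *dnaJ* and *hrcA* fell. Of 2369 genes, 54 rose and 55 fell from the 4 fermentations at 27°C to the 4 at 35°C. The arginine synthesis gene *argE* (*llmg_0536*) went from 11.34 ± 0.50 (SD, n = 4) to 13.48 ± 0.37 (SD, n = 4), a log2 difference of 2.14 (SE 0.44, adjusted p = 0.0225), and *argB* (*llmg_1755*) from 8.01 ± 0.31 to 9.58 ± 0.40 (adjusted p = 0.0154). The chaperone gene *dnaJ* fell by 1.01 (SE 0.23, adjusted p = 0.0328) and *hrcA*, the repressor gene of the *dnaK* and *groE* operons, by 1.61 (SE 0.40, adjusted p = 0.0417). The sulfhydrylase gene *cysD* rose by 2.18 (SE 0.46, adjusted p = 0.0230), while *metC* (1.56, adjusted p = 0.0643) and *cysK* (1.24, adjusted p = 0.174) did not pass.

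Of 15 genes of arginine synthesis, *argB*, *argE*, *argF* (1.45), *argG* (1.83) and *argH* (2.07) rose and none fell (9 higher adjusted over the list alone), with a camera adjusted p of 0.00135, a median of 0.82 and adjusted p = 0.720 with an estimated correlation. Of 10 arginine deiminase genes, the carbamate kinase gene *arcC2* rose by 0.71 (4 higher adjusted over the list alone, camera adjusted p = 0.0911), a call lost in 8 of 13 runs without a single fermentation. Of 16 chaperone and Clp protease genes, *dnaJ* and *hrcA* fell (4 lower adjusted over the list alone; camera adjusted p = 0.0155, and adjusted p = 0.720 with an estimated correlation). Of 21 redox genes, the thiol peroxidase gene *tpx* fell by 0.70 (1 lower adjusted over the list alone), with the same pair of list values. Of 24 DNA repair genes, *dinP* (0.99), a lesion-bypass polymerase, and the mismatch repair genes *mutS* (*llmg_0778* by 0.95 and *llmg_2491* by 0.63) were among 4 that rose, and *recO* fell by 0.62 (5 higher and 2 lower adjusted over the list alone, camera adjusted p = 0.176). In a fit of log ratios with a dye term, *arcC2* (−0.30) and *mutS* (*llmg_2491*, −0.0503) took the other direction. In the other lists, *pfl* (pyruvate formate-lyase, 0.87) and the branched-chain amino acid transporter gene *brnQ* (1.30) rose, and *ackA1* (acetate kinase, −0.83), *dppA* (−0.98), *mscL* (mechanosensitive channel, −1.20), *kinA* (−0.59) and *copR* (−0.98) fell.

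Further genes that rose were *llmg_0486*, *llmg_0487* and *llmg_0488* (1.43, 1.64 and 1.39), a cluster with a putative trehalose/maltose hydrolase and a sugar-binding protein, *llmg_2445* (1.29), *llmg_0018* (1.23), *llmg_0141* (0.88) and the cell wall and division genes *pbp1B* (0.69) and *ftsQ* (0.71). Further genes that fell were *nadD* (NAD synthesis, −1.11), *proC* (proline synthesis, −1.24), *rarA* (−0.88), *cluA* (−1.16), *llmg_1135* (−1.55), *llmg_2164* (−0.95), *llmg_1669* (−0.80), *llmg_1402* (−0.74), *llmg_1497* (−0.73, but 0.26 in the fit of log ratios) and the prophage genes *ps306* (−1.05) and *ps446* (−0.62). Each of these 24 lay beyond all 4 fermentations at 27°C in 4 of 4 at 35°C. They were picked for the smallest p of this same comparison, so this is no separate evidence. From 27 to 30°C, limma called 0 genes (170 at an unadjusted p under 0.05; the methods' t-test 0 and 182), and the lowest adjusted p, 0.563, was shared by *pfl* (0.68), *llmg_1180* (0.85), *llmg_1500* (0.68), *ps411* (−0.55), *nadD* (−0.69) and *ps446* (−0.45). From 30 to 35°C it also called 0 (238 at an unadjusted p under 0.05; the methods' t-test 0 and 231), with *argB* at 1.27, *llmg_0488* at 1.16 and *dinP* at 0.84 (adjusted p = 0.0802) nearest to passing, followed by *llmg_1396* (−1.40), *ezrA* (−0.58) and *llmg_0143* (−0.54).

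The genes at 35°C cannot be compared with those at 27°C within a day or within a slide. With the day as a block, 0 genes were called by limma (295 at an unadjusted p under 0.05); the 39 named genes had the same direction, with adjusted p of 0.317 or more, while the arginine synthesis list had a median of 0.54 (camera adjusted p = 0.0104, and adjusted p = 0.950 with an estimated correlation) and the chaperone list one of −0.35 (camera adjusted p = 0.211). Without fermentation 1, 2, 3, 10, 11 or 12, the count of 109 became 44, 21, 0, 7, 17 or 24, and without fermentation 3 none of the 39 passed (adjusted p 0.0574 to 0.130).

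**Figure D2:**
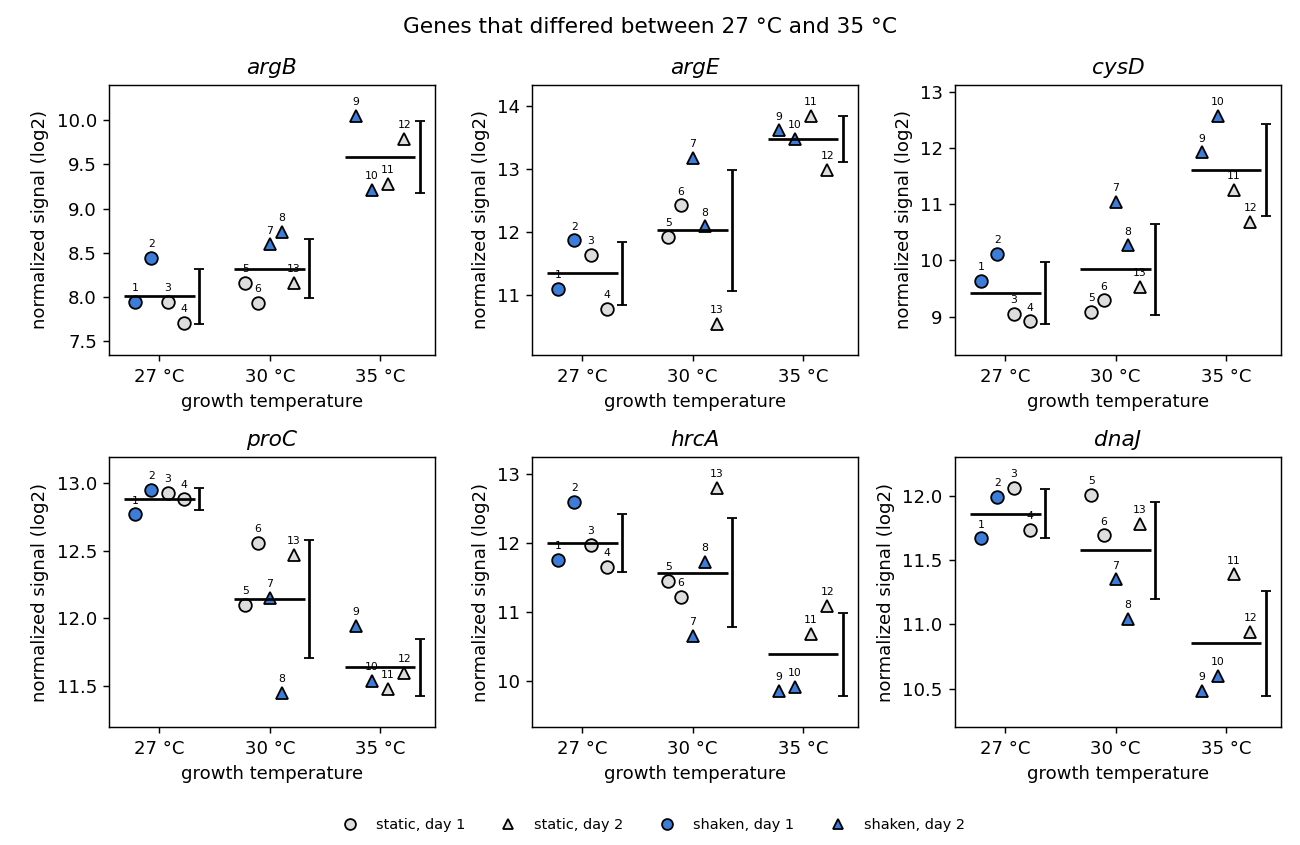
Log2 expression of *argB*, *argE*, *cysD*, *proC*, *hrcA* and *dnaJ* at 27, 30 and 35°C, where each point is a fermentation marked with its number, blue is shaken, grey is static, circles are day 1, triangles are day 2, the line is the mean and the bar the SD. The first 3 genes lie higher and the last 3 lower in all 4 fermentations at 35°C than in the 4 at 27°C.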

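Only 2 genes, both lower, were called at pH 6.5 compared with pH 6.0. Expression of *llmg_2513* was 8.40 ± 0.51 (SD, n = 7) at pH 6.5 and 11.35 ± 1.00 (SD, n = 6) at pH 6.0 (log2 difference −2.96, SE 0.38, adjusted p = 0.00365), and that of *hisK*, a gene of histidine synthesis, fell by 0.92 (SE 0.15, adjusted p = 0.0260). Both lay below all 6 fermentations of pH 6.0 in 7 of 7 of pH 6.5, which genes picked in this comparison tend to do. At an unadjusted p under 0.05 there were 225 genes, 102 of them higher, and the methods' t-test called 0 with adjustment. Of 17 genes of tryptophan and histidine synthesis, *hisK* fell and 16 did not pass (9 lower adjusted over the list alone), with a median of −0.64, 0 of 17 above 0 and a camera adjusted p of 3.8e-09 (adjusted p = 0.241 with an estimated correlation).

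With the day as a block, *llmg_2513* (−2.93) and *hisK* (−0.92) were called again. The differences of *llmg_2513* were −3.98 within day 1 and −2.02 within day 2, and those of *hisK* −1.23 and −0.65, with adjusted p of 0.0674 or more. Without fermentation 13, 10 genes were called, and without fermentation 1, 3, 5, 6, 7, 10 or 12 only 1. The call of *llmg_2513* held whichever fermentation was left out, and that of *hisK* was lost without any of 8 of them (adjusted p up to 0.103).

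Salt changed 0 genes at an adjusted p under 0.05 by limma (18 at an unadjusted p under 0.05, 12 of them higher), and the methods' t-test called 0 (25 unadjusted). The genes nearest to passing were *ptcB* and *ptcA*, of a cellobiose phosphotransferase system, at 0.88 (SE 0.18, adjusted p = 0.566) and 0.80 in the 7 salted compared with the 6 salt-free fermentations, followed by *llmg_0439* at 0.77. On the other side stood *llmg_0691* (−0.55, but 0.0744 without background correction), the leucine synthesis gene *leuC* (−0.43) and *llmg_1747* (−0.45), with adjusted p of 1.00. Of 7 genes of osmoprotection, 0 passed over all genes and 1 adjusted over the list alone. The list lay higher by camera (median 0.12, adjusted p = 0.0192, and adjusted p = 0.352 with an estimated correlation), and its median was 0.08 within day 1 and 0.41 within day 2. Within a day, 0 genes were called for salt by limma (17 and 35 unadjusted), with the day as a block also 0 (24), and without fermentation 9 there was 1.

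The paper states that more genes changed with aeration and temperature than with salt and pH (Figure 3), and sets this beside its observation that oxygen and temperature also altered robustness most.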

Overlap of differentially expressed genes between the various temperature gradients indicates that expression of most genes is gradually altered during the stepwise increase in temperature.

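Nearly all genes that differed between 27 and 35°C had an intermediate level at 30°C. Of the 109 called genes, 108 had a mean at 30°C between the other 2 means (99.1%, where genes are not independent replicates), at a median of 45.5% of the way from 27 to 35°C. Examples are *argB* at 8.01, 8.32 and 9.58 and *nadD* at 9.89, 9.19 and 8.77 on the log2 scale at 27, 30 and 35°C. The exception, named after its values were seen, was *ezrA*, a regulator of the cell division ring, with a log2 difference of 0.02 from 27 to 30°C and −0.58 from 30 to 35°C. Genes picked for a large difference between 27 and 35°C mostly lie in between at 30°C even without any change. No simulation was run at the threshold of the 109 genes, so their share alone does not bear on a gradual change. Of the 540 genes at an unadjusted p under 0.05, 503 (93.2%) were intermediate, against 80.5% on average (62.0 to 87.8%) in 100 simulations of genes that change neither with temperature nor with the day. The fermentations at 27°C were all grown on day 1, those at 35°C on day 2 and those at 30°C on both, so that a gene that follows only the day is also intermediate at 30°C. Without fermentation 7 the share was 83.8%, within the range of the simulations.

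No gene was called in more than 1 of the 3 temperature comparisons after adjustment by limma, since the smaller steps had none. At an unadjusted p under 0.05, 52 higher and 68 lower genes were shared by the comparisons of 27 with 30°C and of 27 with 35°C. Comparisons that share the fermentations of 27°C overlap without any change as well: the simulations gave 14.0 and 14.2 on average (21 and 23 at most). With the 4 fermentations at 27°C divided so that the comparisons share none, 10 to 23 higher and 16 to 32 lower genes overlapped. The comparisons of 27 with 35°C and of 30 with 35°C shared 98 higher and 91 lower genes, *argB* and *dinP* among the higher, and 20 to 39 and 17 to 25 with the fermentations at 35°C divided. For the pair of successive steps, from 27 to 30°C and from 30 to 35°C, 4 higher genes and 16 lower ones, *nadD* included, were shared (simulations 0.21 and 0.24 on average, at most 2 and 2). With the fermentations at 30°C divided in 12 ways so that these steps share none, 4 to 42 higher and 8 to 50 lower genes were shared. Without fermentation 13, 192 genes rather than 120 were shared by the comparisons with 27°C. The share of intermediate genes was 83.8 to 95.7% when any single fermentation was left out, and 95.6% with the day as a block. In the fit with the block, the step from 27 to 30°C comes from day 1 and that from 30 to 35°C from day 2. The whole change is their sum. Genes picked for a large sum mostly have both steps in the same direction even without any change. The value with the block therefore does not bear on a gradual change, and no simulation was run for it.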

**Figure 3:**
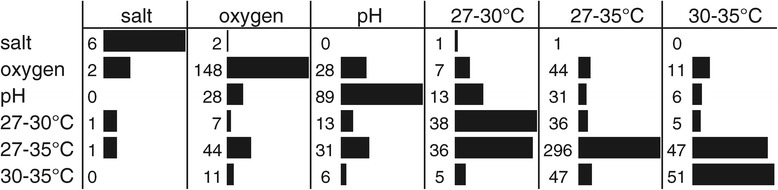
**Differentially expressed genes by fermentation parameters.** Differentially expressed genes (*P* <0.05) by individual fermentation parameters (salt, oxygen, pH and temperature). Numbers indicate the number of genes that are differentially expressed by both the fermentation parameter specified in the top row and in the left column. Bars indicate percentages of overlap of differentially expressed genes by both fermentation parameters (no bar = 0%, full bar = 100%).

To assess which gene expression levels associate with robustness, we calculated the correlation of gene expression in the various fermentations with the corresponding robustness towards heat as well as oxidative stress (Additional file 3A and B). 

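Survival after 30 and 60 minutes of heat stress and of oxidative stress is given as the log10 ratio of CFU/ml after stress to that before. The values were read from the positions of the 52 points in the paper's Figure 4, which shows each fermentation by number, and rounded to 0.1 (largest distance of a point from a multiple of 0.1, 0.009). From these values all 24 p-values of Additional file 2 were recomputed to within 0.001. The paper's values range from −3.5 to −0.4 after 30 minutes and from −6.5 to −3.3 after 60 minutes of heat stress, and from −6.1 to −4.1 and from −7.0 to −5.0 for oxidative stress.

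For all genes, log2 expression in the 13 fermentations was fitted to each survival measure with limma. A slope of 1 is a doubling of expression with each 10-fold increase in survival. The methods name a linear model after 2-log transformation. For 21 genes that the paper names, Pearson's r was computed with each of the 4 survival measures, 84 relations in all, with a permutation p (two-sided) and its Benjamini-Hochberg adjusted value over the 84. These genes were picked by the paper on these same samples, so that their p-values are not independent evidence. The r was computed again without the 2 fermentations farthest from the median survival, which were 4 and 6 for 30 minutes of heat, 3 and 13 for 30 minutes of oxidative stress, and 9 and 10 for 60 minutes of either. The calls of single genes are calls by r alone. Of the 84 relations, 66 had an adjusted p under 0.05, and 36 when the day was taken out of expression and survival. Within day 1 (n = 6) and day 2 (n = 7), an exact permutation p was used.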

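Single genes of sulfur amino acid metabolism and of iron uptake were expressed at a higher level in fermentations whose cells survived heat better. After 30 minutes of heat stress, 18 genes had a positive and 3 a negative relation with survival (n = 13). Among the positive ones were *cysD*, *cysK* and *metC*, 3 of 19 sulfur amino acid genes (3 adjusted over the list alone), with slopes of 0.90 (SE 0.19), 0.75 (SE 0.15) and 0.77 (SE 0.15) and an adjusted p of 0.0484 each. Among the 20 genes of iron and metal transport, *feoB* (0.70, SE 0.13), *fhuC* and *fhuD* were positive (6 positive and 1 negative adjusted over the list alone). For both lists the camera adjusted p was 0.0389 (adjusted p = 0.713 and 0.514 with an estimated correlation). Others were *llmg_0883* (0.51), *llmg_0884* (0.68), the histone-like *hslB* (0.55), *mycA* (0.38) and, of 21 acid stress genes, *uspA*. The 3 negative genes were *oppC2* of an oligopeptide transporter (−0.47), *llmg_2109* (−0.92) and the prophage gene *ps612* (−0.35), followed by *llmg_2011* (−0.44) and *llmg_1377* (−0.33), which did not pass.

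After 60 minutes, limma called 0 genes (186 at an unadjusted p under 0.05; a plain linear model 0 and 170). The genes nearest to passing, at an adjusted p of 0.375, were *llmg_0487* (0.66), *llmg_0490* (0.35), *cysD* (0.84), *llmg_0488* (0.50) and *llmg_0489* (0.28) on the positive side and *dnaK* (−0.44), *pepA* (−0.34), *llmg_1957* (−0.25), *llmg_1024* (−0.96) and *llmg_1025* (−0.81) on the negative. The list of 16 chaperone and Clp protease genes, of which 2 had a positive slope at each time, lay lower with better survival than the other genes by the list test (camera adjusted p = 0.0200 and 0.000178, with 0 and 3 genes adjusted over the list alone; adjusted p = 0.713 and 0.474 with an estimated correlation). Fermentations 3 and 13, with the lowest survival of 60 minutes (−6.5 and −6.4), had the highest medians of this list (0.51 and 0.61).

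At an unadjusted p under 0.05 there were 445 genes for 30 minutes, 238 of them positive, and a plain linear model gave 440 (0 with adjustment). With the day as a block limma called 0 genes for 30 minutes (290 unadjusted) and 0 for 60 minutes (129), within day 1 it called 45 and 0 (355 and 154), and within day 2 0 and 0 (29 and 65). Without fermentation 2, 4, 5, 6, 7, 9 or 12 the 21 genes became 0; without 3 they became 2, without 10 they became 10, and without 8 or 13 there were 44 or 58. Without fermentation 3 the 186 genes became 118.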

From a total of 2369 genes, expression of 632 and 149 genes displayed a significant correlation (according to a linear model) with survival after 30 and 60 minutes of heat stress, respectively. The number of genes significantly correlating with robustness towards oxidative stress was 346 and 249 for 30 and 60 minutes of stress, respectively. 

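A single gene was called for survival of oxidative stress, and only for 30 minutes of it. This gene, the transcription regulator gene *llmg_1051*, had lower expression in fermentations that survived better (slope −0.94, SE 0.15, n = 13, adjusted p = 0.0420). The next genes, at an adjusted p of 0.104, were *llmg_1091* (0.66), *dnaI* (0.52), *butA* (0.80), *cbiO* (*llmg_0344*, 0.69) and *butB* (0.68), and *tig* (−0.51), *llmg_2047* (−0.73), *llmg_2004* (−0.61) and *araT* (−0.42). For 60 minutes limma called 0 genes, with *llmg_0489* (0.53), *llmg_0487* (1.12), *cysK* (1.26), *llmg_1094* (1.18) and *butB* (0.72), and *llmg_1174* (−0.79), *llmg_0870* (−0.79), *llmg_2054* (−0.70), the acetolactate decarboxylase gene *aldB* (−0.68) and *pepO2* (−0.66) nearest to passing (adjusted p 0.104 to 0.117).

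Of 16 chaperone and Clp protease genes, 5 were negative for 30 and 3 for 60 minutes adjusted over the list alone (camera adjusted p = 0.000531 and 0.000555; adjusted p = 0.328 and 0.307 with an estimated correlation). Of 15 genes of pyrimidine synthesis, 4 and 0 were negative adjusted over the list alone (camera adjusted p = 2.1e-05 and 0.00668; adjusted p = 0.328 and 0.552 with an estimated correlation). The fermentations with the lowest survival of 30 minutes, 3 and 13 (−6.1 and −6.0), also had the highest medians of the pyrimidine list (1.35 and 1.36). They had the highest medians of the chaperone list as well (0.51 and 0.61, the next being 0.17 in fermentation 2). Both relations thus lean on these fermentations. The sulfur amino acid list lay higher with better survival than the other genes by the list test (camera adjusted p = 0.0113 and 0.00155; adjusted p = 0.328 and 0.307 with an estimated correlation), 5 and 3 of 19 positive and 1 and 0 negative adjusted over the list alone. Of 25 acetoin and pyruvate genes, 4 positive and 2 negative, and 5 positive and 3 negative, passed adjusted over the list alone, with camera adjusted p of 0.270 and 0.271.

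At an unadjusted p under 0.05, 458 genes (246 positive) were related to survival after 30 and 350 (196 positive) after 60 minutes; a plain linear model gave 412 and 324, and 0 and 0 with adjustment. The day as a block left 294 and 182, and no gene called by limma. Within day 1 there were 15 and 49, within day 2 263 and 143, with 0 called. Without fermentation 7, 62 and 70 genes were called. Without any other single fermentation *llmg_1051* no longer passed (0 genes for 30 minutes), and without fermentation 2 there was 1 gene for 60 minutes. The unadjusted counts became 258 and 214 without fermentation 3 and 300 and 223 without fermentation 10.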

For further analysis, we focused on gene expressions displaying a significant correlation (*P* <0.05) with robustness at both time points of the stress assays. The significance of correlation at both time points was combined by calculating the product of both *P*-values, which was used to select the genes with the most significant correlation (product of *P*-values <5 × 10^-5^ [Table 2A and B]). 

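With limma, 51 genes had an unadjusted p under 0.05 at 30 and 60 minutes of heat stress and a product under 5e-05, 33 of them positive and 18 negative. The smallest products belonged to *cysK*, *cysD* (*llmg_0091*), *metC* and *feoB*, of which none was called at 60 minutes (adjusted p 0.375 to 0.5264). Other positive genes were *fhuD* (slopes 1.13 and 0.89) and *llmg_0487* (0.57 and 0.66), and the negative ones included *dnaK* (−0.40 and −0.44), *llmg_1173* (−0.58 and −0.56) and *pepO2* (−0.35 and −0.36). For oxidative stress, 82 genes met the same rule, 47 positive and 35 negative, among them *cysK* (0.97 and 1.26), *metC* (0.88 and 1.14), *butA* (0.80 and 0.81), *llmg_1091* (0.66 and 0.66), *llmg_1051* (−0.94 and −0.86), *llmg_2047* (−0.73 and −0.62) and *ilvE* (−0.32 and −0.30). Both stresses shared 20 genes.

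The genes of Table 2 were picked on these samples and are not independent evidence. Of the 18 in Table 2A, 18 had the sign the paper gives, 14 had an unadjusted p under 0.05 at both times and 12 were among the 51. Of the 54 in Table 2B, these numbers were 54, 52 and 38. Unrelated lists of these sizes would share 0.388 and 1.87 genes, but the same rule on the same samples gives a larger overlap in any case. The genes of Table 2A not among the 51 were *llmg_0883*, *llmg_1150*, *uvrC*, *llmg_1388*, *llmg_1503* and *fni*. Without fermentation 4, 6, 9 or 10 the 51 genes became 29, 28, 13 or 17, and without fermentation 3, 7 or 10 the 82 became 33, 180 or 27. With the day as a block, 14 and 29 genes met the rule, within day 1 26 and 2, and within day 2 1 and 14.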

For heat stress and oxidative stress, 18 and 54 genes met these criteria, respectively, and most of them displayed a positive correlation with robustness (13 and 37 genes, respectively). Expression of five genes displayed correlation with both heat and oxidative stress survival, including two genes involved in sulfur amino acid metabolism, *metC* and *cysK* (Figure 4). Furthermore, gene *llmg_1094*, encoding a hypothetical protein, and a gene encoding an ABC transporter permease (*llmg_1494*) positively correlated with robustness towards both stresses. 

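Expression of *cysK* (*llmg_1775*), encoding *O*-acetylserine sulfhydrylase, and of *metC* (*llmg_1776*), encoding cystathionine γ-synthase/cystathionine β-lyase, had a positive r with survival of either stress (n = 13). For *cysK*, r was 0.797 with survival of 30 minutes of heat (permutation p = 0.00111, adjusted p = 0.00706) and 0.702 for 60 minutes (permutation p = 0.00352, adjusted p = 0.0110). For oxidative stress it was 0.660 after 30 minutes (permutation p = 0.0158, adjusted p = 0.0283) and 0.813 after 60 minutes (permutation p = 0.00089, adjusted p = 0.00706). For *metC*, r was 0.804 and 0.638 for heat (permutation p = 0.00091 and 0.0199, adjusted p = 0.00706 and 0.0309) and 0.599 and 0.732 for oxidative stress (permutation p = 0.0315 and 0.00466, adjusted p = 0.0437 and 0.0122). These are calls by r alone.

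Without the 2 farthest fermentations, r of *cysK* was 0.743 and 0.435 for heat and 0.577 and 0.644 for oxidative stress (permutation p = 0.00872, 0.180, 0.0647 and 0.0362), and r of *metC* was 0.719 and 0.145, and 0.614 and 0.462 (permutation p = 0.0130, 0.685, 0.0459 and 0.152). Both relations of *metC* with 60 minutes were thus weaker without those fermentations and missed a permutation p of 0.05. That of *cysK* with 60 minutes of heat missed a permutation p of 0.05 without them but was present within day 1, which holds neither of them, and that of *cysK* with 30 minutes of oxidative stress was weaker and missed it. Within day 1, r of *cysK* was 0.826, 0.774, 0.203 and 0.712 in the same order (exact permutation p = 0.0444, 0.0417, 0.678 and 0.0917), and within day 2 it was 0.4926, 0.781, 0.782 and 0.868 (exact permutation p = 0.267, 0.0349, 0.0383 and 0.0127). For *metC* it was 0.905, 0.538, 0.0973 and 0.561 within day 1 (exact permutation p = 0.0153, 0.263, 0.839 and 0.236) and 0.501, 0.719, 0.641 and 0.764 within day 2 (exact permutation p = 0.256, 0.0746, 0.117 and 0.0421).

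With the day taken out, *cysK* no longer passed for 30 minutes of either stress (adjusted p = 0.0516 for heat and 0.0925 for oxidative stress), and *metC* no longer for 60 minutes of heat (adjusted p = 0.0516) and 30 minutes of oxidative stress (adjusted p = 0.166). The relation of *cysK* with 30 minutes of oxidative stress no longer passed without fermentation 3, 9 or 10 (lowest r 0.560, adjusted p = 0.103). That of *metC* no longer passed without any of 9 fermentations for 30 minutes of oxidative stress (lowest r 0.467), without fermentation 3, 9 or 10 for 60 minutes of heat (lowest r 0.451) and without fermentation 10 for 60 minutes of oxidative stress (r 0.577, adjusted p = 0.0915). From p-values under the threshold at both time points and their product, the paper selects the genes with the most significant correlation, and it states that *metC* and *cysK* were associated with survival of both stresses.

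**Figure D3:**
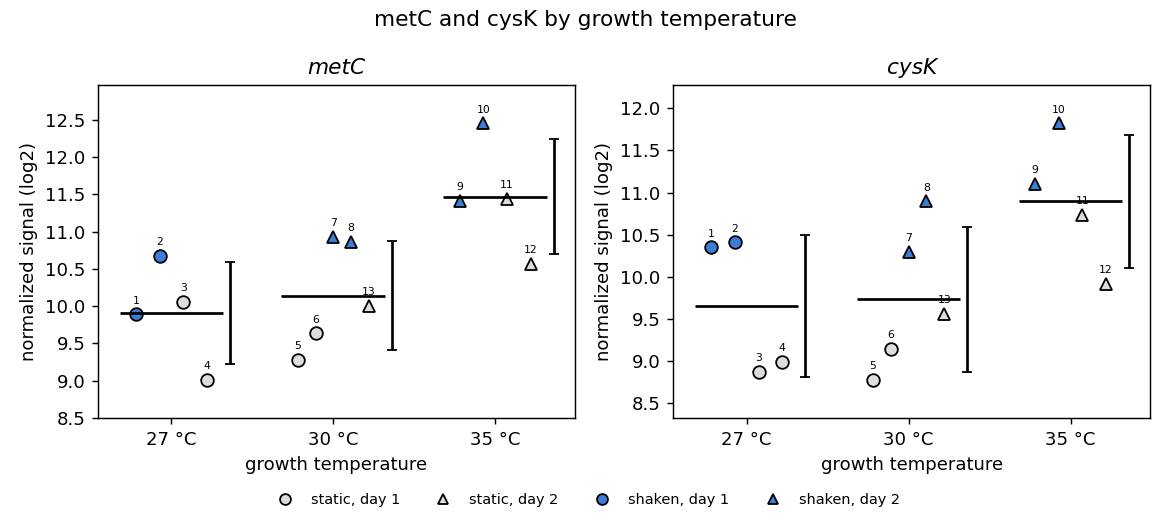
Log2 expression of *metC* and *cysK*, where each point is a fermentation marked with its number, blue is shaken, grey is static, circles are day 1 and triangles are day 2.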

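Both *llmg_1094* and *llmg_1494* had more transcript in fermentations that survived either stress better (n = 13). For *llmg_1094*, r was 0.657 and 0.7099 for 30 and 60 minutes of heat and 0.768 and 0.795 for oxidative stress (permutation p = 0.0168, 0.0022, 0.003 and 0.00133, adjusted p = 0.0287, 0.0084, 0.00969 and 0.00706). For *llmg_1494*, r was 0.785, 0.637, 0.722 and 0.788 (permutation p = 0.00165, 0.0120, 0.00681 and 0.00168, adjusted p = 0.00706, 0.0224, 0.0151 and 0.00706). In the 6 shaken compared with the 7 static fermentations, *llmg_1094* rose by 1.37 (adjusted p = 0.0187), while *llmg_1494* (0.62, adjusted p = 0.0889) did not pass.

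Without fermentations 9 and 10, r for 60 minutes of heat was 0.479 for *llmg_1094* and 0.334 for *llmg_1494* (permutation p = 0.134 and 0.331), although both were high within day 1, which holds neither, while the other r values without the 2 farthest fermentations were 0.626 to 0.768. Within day 1, r was 0.470, 0.867, 0.709 and 0.955 for *llmg_1094* and 0.730, 0.820, 0.501 and 0.906 for *llmg_1494* (exact permutation p 0.00833 to 0.378). Within day 2 it was 0.546, 0.687, 0.713 and 0.683, and 0.507, 0.715, 0.812 and 0.790 (exact permutation p 0.0266 to 0.241). When the day was taken out, *llmg_1094* no longer passed for either time of heat (adjusted p = 0.123 and 0.0585), nor *llmg_1494* for 30 minutes of it (adjusted p = 0.0591). The call of *llmg_1094* for 30 minutes of heat was lost without fermentation 9 or 10, that of *llmg_1494* for 60 minutes of heat without 3, 9 or 10, and for 30 minutes of oxidative stress without 10 (r 0.657, adjusted p = 0.0505).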

Expression of the gene *pepO2*, encoding an endopeptidase, negatively correlated with both heat and oxidative stress survival.

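Transcript of *pepO2* (*llmg_1985*) was lower in fermentations with better survival in all 4 assays (n = 13). Its r was −0.696 and −0.688 for 30 and 60 minutes of heat (permutation p = 0.00901 and 0.006, adjusted p = 0.0180 and 0.0140) and −0.739 and −0.787 for oxidative stress (permutation p = 0.00492 and 0.00162, adjusted p = 0.0125 and 0.00706). Its expression was 11.43 ± 0.38 (SD, n = 6) in shaken and 12.12 ± 0.39 (SD, n = 7) in static fermentations, a difference that did not pass (−0.70, adjusted p = 0.0812).

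Without the 2 farthest fermentations, r was −0.686, −0.392, −0.638 and −0.732, so that the relation with 60 minutes of heat was weaker without fermentations 9 and 10 and missed a permutation p of 0.05 (permutation p = 0.238). Within day 1 it was −0.705, −0.754, −0.368 and −0.810 (exact permutation p 0.0444 to 0.472) and within day 2 −0.363, −0.715, −0.807 and −0.748 (exact permutation p 0.0234 to 0.442). Taking the day out, *pepO2* no longer passed for 30 minutes of heat (adjusted p = 0.118). Both relations of *pepO2* with heat no longer passed without fermentation 9 (r −0.608 and −0.513).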

**Table 2:** **Gene expressions correlating with robustness**

**A**			
**Locus tag**	**Gene**	**Function**	**Correlation**
***llmg_1775***	*cysK*	O-acetylserine sulfhydrylase	Positive
***llmg_1776***	*metC*	Cystathionine gamma-synthase/cystathionine beta-lyase	Positive
*llmg_0091*	*cysD*	O-acetylhomoserine sulfhydrylase	Positive
*llmg_1150*		Hypothetical protein	Negative
***llmg_1494***		ABC transporter permease	Positive
*llmg_0488*		Multiple sugar-binding protein precursor	Positive
*llmg_1718*	*uvrC*	Excinuclease ABC subunit C	Positive
***llmg_1094***		Hypothetical protein	Positive
*llmg_0199*	*feoB*	Ferrous iron transport protein B-like protein	Positive
*llmg_1388*		Hypothetical protein	Negative
*llmg_1042*	*trpA*	Tryptophan synthase subunit alpha	Positive
*llmg_0346*	*fhuC*	Ferrichrome ABC transporter fhuC	Positive
*llmg_0883*		Hypothetical protein	Positive
*llmg_1503*		Surface protein	Negative
*llmg_1662*	*uspA*	Universal stress protein A	Positive
*llmg_0428*	*fni*	Isopentenyl pyrophosphate isomerase	Positive
***llmg_1985***	*pepO2*	Putative neutral endopeptidase O2	Negative
*llmg_1275*	*aldB*	AldB protein	Negative
**B**			
**Locus tag**	**Gene**	**Function**	**Correlation**
*llmg_1447*		Hypothetical protein	Positive
*llmg_0085*		ABC transporter ATP-binding protein	Positive
*llmg_1770*	*noxC*	NADH oxidase	Positive
*llmg_1641*	*butA*	Acetoin reductase	Positive
*llmg_0339*	*dar*	Acetoin(diacetyl)reductase	Positive
*llmg_2448*	*pgi*	Glucose-6-phosphate isomerase	Negative
***llmg_1094***		Hypothetical protein	Positive
*llmg_0003*	*rexB*	ATP-dependent nuclease subunit B	Positive
*llmg_0885*	*proB*	Gamma-glutamyl kinase	Positive
*llmg_0557*	*prfA*	Peptide chain release factor 1	Positive
***llmg_1775***	*cysK*	O-acetylserine sulfhydrylase	Positive
*llmg_0519*	*tig*	Trigger factor	Negative
*llmg_0960*		Beta-glucosidase	Positive
*llmg_0402*	*pbp1B*	Penicillin-binding protein 1B	Positive
*llmg_0755*		Hypothetical protein	Positive
*llmg_0959*		Beta-glucosidase	Positive
*llmg_1928*	*kinG*	Sensor histidine kinase	Positive
*llmg_1095*		Hypothetical protein	Positive
***llmg_1494***		ABC transporter permease	Positive
*llmg_1051*		Transcription regulator	Negative
***llmg_1776***	*metC*	Cystathionine gamma-synthase/cystathionine beta-lyase	Positive
*llmg_0485*		Hypothetical protein	Positive
*llmg_0592*		Hypothetical protein	Positive
*llmg_1317*		N-acetylmannosamine-6-phosphate 2-epimerase	Positive
*llmg_0403*	*pepA*	glutamyl-aminopeptidase	Negative
*llmg_1957*		ABC transporter, ATP-binding protein	Negative
*llmg_1093*		Putative secreted protein	Positive
*llmg_2047*		Universal stress protein E	Negative
*llmg_0556*		Hypothetical protein	Positive
*llmg_0909*	*kinA*	Sensor protein kinase kinA	Negative
*llmg_1642*	*butB*	2,3-butanediol dehydrogenase	Positive
*llmg_0870*		Transporter	Negative
*llmg_1181*	*ilvE*	Branched-chain amino acid aminotransferase	Negative
*llmg_1830*	*menX*	Menaquinone biosynthesis related protein	Positive
*llmg_0487*		Putative trehalose/maltose hydrolase	Positive
*llmg_0066*	*araT*	Aromatic amino acid aminotransferase	Negative
*llmg_1961*	*tenA*	Transcriptional activator TenA	Negative
*llmg_1387*		Hypothetical protein	Negative
*llmg_1091*		Putative secreted protein	Positive
*llmg_1582*		Hypothetical protein	Negative
*llmg_0722*	*serS*	Seryl-tRNA synthetase	Negative
***llmg_1985***	*pepO2*	Putative neutral endopeptidase O2	Negative
*llmg_0205*		Hypothetical protein	Negative
*llmg_2035*	*gidA*	tRNA uridine 5-carboxymethylaminomethyl modification enzyme GidA	Positive
*llmg_1098*	*glpD*	GlpD protein	Positive
*llmg_1638*	*mleS*	Malate dehydrogenase	Positive
*llmg_1128*		Hypothetical protein	Positive
*llmg_0908*	*llrA*	Two-component system regulator llrA	Negative
*llmg_0760*		Putative transglycosylase	Positive
*llmg_2039*		Ribonuclease III	Positive
*llmg_0383*	*ppnK*	Inorganic polyphosphate/ATP-NAD kinase	Positive
*llmg_1096*		Hypothetical protein	Positive
*llmg_1090*		Hypothetical protein	Positive
*llmg_1031*	*trpG*	Anthranilate synthase component II	Positive

Correlating gene expressions with robustness towards heat stress (A) or oxidative stress (B). Genes of which expression levels correlate with robustness towards both heat and oxidative stress are bold.

**Figure 4:**
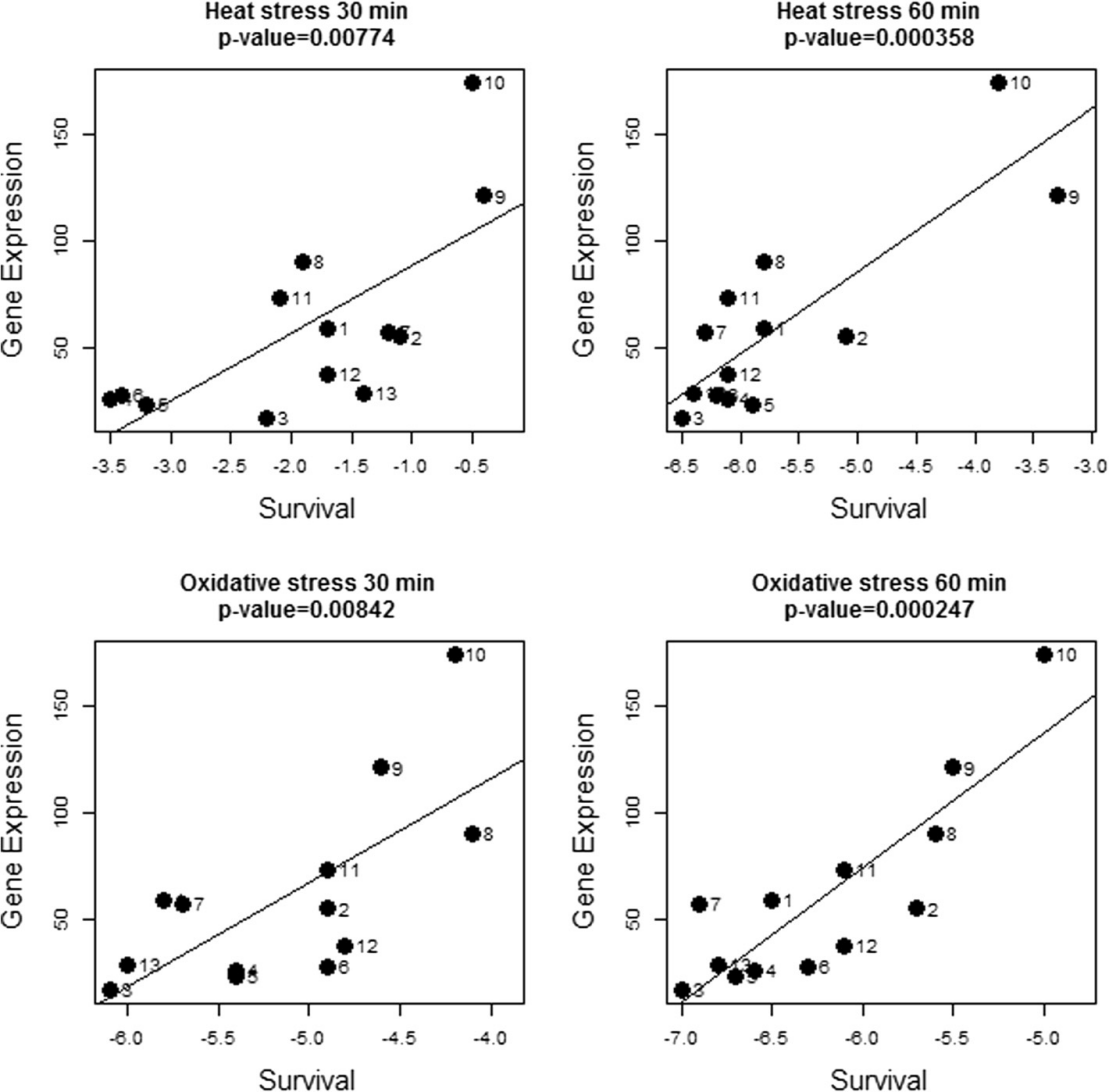
**Correlation of** ***cysK*** **gene expression and robustness levels.** Gene expression of *cysK* plotted against robustness towards 30 minutes and 60 minutes of heat stress and towards 30 minutes and 60 minutes of oxidative stress. Survival is expressed as the difference of log CFU/ml after stress and before stress. Numbers indicate fermentations as presented in Table 1.

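Expression of *uspA* (*llmg_1662*) and *cysD* (*llmg_0091*) went with survival of heat stress over the 13 fermentations. For *uspA*, r was 0.815 after 30 minutes (permutation p = 0.00063, adjusted p = 0.00706) and 0.5702 after 60 minutes of heat (permutation p = 0.0393, adjusted p = 0.04998). For oxidative stress, r of *uspA* was 0.232 and 0.509 (permutation p = 0.445 and 0.0764), which did not pass. For *cysD*, a gene for *O*-acetylhomoserine sulfhydrylase, r was 0.777 and 0.716 for heat (permutation p = 0.00207 and 0.00705, adjusted p = 0.00828 and 0.0152) and 0.614 and 0.726 for oxidative stress (permutation p = 0.0275 and 0.00536, adjusted p = 0.0398 and 0.0132).

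Leaving out the 2 farthest fermentations, r of *uspA* was 0.852 and 0.388 for heat, and that of *cysD* 0.732 and 0.115 for heat and 0.529 and 0.405 for oxidative stress. The relation of *uspA* with 60 minutes of heat was thus weaker and missed a permutation p of 0.05 (permutation p = 0.2445), although r within day 1, which holds neither 9 nor 10, was 0.557. All but the first of *cysD* missed a permutation p of 0.05 without the 2 farthest fermentations (permutation p = 0.756, 0.0969 and 0.2145), although those with 60 minutes were present within day 1. Within day 1 and day 2, r of *uspA* was 0.844 and 0.848 for 30 minutes of heat (exact permutation p = 0.0431 and 0.00952) and 0.557 and 0.708 for 60 minutes (exact permutation p = 0.263 and 0.0814). For *cysD* it was 0.834, 0.860, 0.417 and 0.852 within day 1 and 0.645, 0.794, 0.538 and 0.684 within day 2 (exact permutation p 0.0292 to 0.394, and for 60 minutes within day 1 0.0292 and 0.0319). After the day was taken out, *uspA* no longer passed for 60 minutes of heat (adjusted p = 0.0516), nor *cysD* for 30 minutes of oxidative stress (adjusted p = 0.167). The call of *uspA* for 60 minutes was lost without any of 9 fermentations. Those of *cysD* were lost for 60 minutes of heat without 9 or 10, for 30 minutes of oxidative stress without any of 9, and for 60 minutes of it without 10.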

Among the genes of which expression correlated only with heat stress survival was *uspA*, encoding for the universal stress protein A, and an additional gene encoding a function involved in sulfur amino acid metabolism (*cysD*). Furthermore, expression of genes involved in iron (complex) transport (*feoB* and *fhuC*) positively correlated with robustness towards heat stress.

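Over the 13 fermentations, *feoB* (*llmg_0199*), a ferrous iron transporter gene, and *fhuC* (*llmg_0346*), the ATPase gene of the hydroxamate siderophore transporter, had more transcript where cells survived heat better. For *feoB*, r was 0.830 after 30 and 0.585 after 60 minutes (permutation p = 0.00045 and 0.0328, adjusted p = 0.00706 and 0.0437). For *fhuC*, r was 0.784 and 0.565 (permutation p = 0.00118 and 0.0324, adjusted p = 0.00706 and 0.0437). Both genes also differed between shaken and static fermentations (adjusted p = 0.00482 for *feoB* and 9.5e-07 for *fhuC*), the groups that the paper reports to differ in heat survival. For 60 minutes of oxidative stress, r of *feoB* was 0.637 (permutation p = 0.0205, adjusted p = 0.0314) and that of *fhuC* 0.541 (permutation p = 0.0579, adjusted p = 0.0694).

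When the 2 farthest fermentations were left out, r with heat was 0.791 and 0.349 for *feoB* and 0.732 and 0.517 for *fhuC* (permutation p = 0.00363, 0.306, 0.00772 and 0.0941). For *feoB* with 60 minutes of oxidative stress it was 0.399 (permutation p = 0.222). Without fermentations 9 and 10, both relations of *feoB* with 60 minutes were thus weaker and missed a permutation p of 0.05. That of *fhuC* with 60 minutes of heat was a little weaker and missed it too. Within day 1, which holds neither fermentation, r of *feoB* with 60 minutes was 0.691 for heat and 0.618 for oxidative stress (exact permutation p = 0.125 and 0.179). Within day 1 the heat values were 0.833 and 0.691 for *feoB* and 0.930 and 0.667 for *fhuC* (exact permutation p = 0.0486, 0.125, 0.0111 and 0.15), and within day 2 0.589 and 0.599, and 0.598 and 0.601 (exact permutation p 0.162 to 0.201). Once the day was taken out, *feoB* no longer passed for 60 minutes of heat or oxidative stress (adjusted p = 0.0803 and 0.0925), nor *fhuC* for 60 minutes of heat (adjusted p = 0.0837). The calls for 60 minutes of heat were lost for *feoB* without any of 8 fermentations and for *fhuC* without any of 9, and that of *feoB* for oxidative stress without 3, 5, 9, 10 or 13.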

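The genes *dar* (*llmg_0339*), *butA* (*llmg_1641*) and *butB* (*llmg_1642*) encode reductases between diacetyl, acetoin and 2,3-butanediol, and all 3 had more transcript in fermentations that survived oxidative stress better. After 30 minutes, r was 0.743, 0.798 and 0.800 (permutation p = 0.00461, 0.00142 and 0.001, adjusted p = 0.0122, 0.00706 and 0.00706). After 60 minutes, r was 0.751, 0.764 and 0.806 (permutation p = 0.00369, 0.00242 and 0.00082, adjusted p = 0.0110, 0.00847 and 0.00706). These 6 calls held whichever single fermentation was left out. For 60 minutes of heat, *dar* (r 0.580, adjusted p = 0.0464) and *butB* (r 0.631, adjusted p = 0.0353) passed as well, and *butA* did not (r 0.545, adjusted p = 0.0663).

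With the 2 farthest fermentations left out, r for 30 minutes of oxidative stress was 0.538, 0.695 and 0.708 (permutation p = 0.0902, 0.0200 and 0.0142), where *dar* was weaker and missed a permutation p of 0.05, and for 60 minutes it was 0.680, 0.632 and 0.737. Within day 1, r was 0.617, 0.557 and 0.458 after 30 minutes and 0.743, 0.705 and 0.692 after 60 minutes (exact permutation p 0.0972 to 0.372). Within day 2 it was 0.752, 0.893 and 0.872, and 0.709, 0.789 and 0.796 (exact permutation p 0.00298 to 0.0679). For 60 minutes of heat, r without fermentations 9 and 10 was 0.654 for *dar* and 0.503 for *butB* (permutation p = 0.0248 and 0.124). With the day taken out, the 6 calls for oxidative stress held, and *dar* and *butB* no longer passed for heat (adjusted p = 0.117 and 0.113). The heat calls were lost without any of 9 fermentations for *dar* (1, 2, 3, 4, 5, 6, 10, 12 and 13) and without 3, 6, 9, 10 or 13 for *butB*.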

For oxidative stress, expression of three genes involved in acetoin metabolism (*dar*, *butA* and *butB*) displayed a positive correlation with robustness. Furthermore, the genetically linked (i.e. part of a group of genes that are adjacent and colinear and which have an intergenic spacing smaller than 100 bp) genes *llmg_1090* and *llmg_1091*, encoding a hypothetical protein and putative secreted protein respectively, displayed a positive correlation of expression and robustness towards oxidative stress, as well as the nearby genetically linked genes *llmg_1093*, *llmg_1094* and *llmg_1095*, encoding a putative secreted protein and hypothetical proteins. 

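All 5 genes had more transcript where survival of oxidative stress was better. After 30 minutes, r was 0.681 for *llmg_1090*, 0.831 for *llmg_1091*, 0.732 for *llmg_1093* and 0.700 for *llmg_1095* (permutation p = 0.0104, 0.00038, 0.00573 and 0.00861, adjusted p = 0.0203, 0.00706, 0.0138 and 0.0176). After 60 minutes it was 0.692, 0.782, 0.770 and 0.741 (permutation p = 0.00848, 0.00154, 0.00235 and 0.00378, adjusted p = 0.0176, 0.00706, 0.00847 and 0.0110). The values of *llmg_1094* lay at 0.768 and 0.795. For 60 minutes of heat, r of *llmg_1090*, *llmg_1091*, *llmg_1093* and *llmg_1095* passed as well (0.590, 0.641, 0.685 and 0.650, adjusted p = 0.0480, 0.0309, 0.0144 and 0.0287). For 30 minutes of heat, *llmg_1090* and *llmg_1093* passed (0.598 and 0.674, adjusted p = 0.0437 and 0.0237), and *llmg_1091* and *llmg_1095* did not (0.443 and 0.540). None of these heat relations passed with the day taken out (lowest adjusted p = 0.0732). In shaken fermentations, *llmg_1093* and *llmg_1095* rose by 1.196 (SE 0.23, adjusted p = 0.00848) and 1.27 (SE 0.25, adjusted p = 0.00909), whereas *llmg_1090* (0.44) and *llmg_1091* (0.72) did not pass.

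Without the 2 farthest fermentations, r was 0.609, 0.751, 0.608 and 0.490 after 30 and 0.364, 0.651, 0.644 and 0.622 after 60 minutes. The relations of *llmg_1090* with 60 minutes (permutation p = 0.269) and of *llmg_1095* with 30 minutes (permutation p = 0.128) were weaker and missed a permutation p of 0.05. Within day 1 it was 0.688, 0.834, 0.350 and 0.498, and 0.573, 0.948, 0.734 and 0.861 (exact permutation p 0.0125 to 0.433), and within day 2 0.587, 0.834, 0.775 and 0.731, and 0.650, 0.744, 0.718 and 0.662 (exact permutation p 0.0189 to 0.169). When the day was taken out, *llmg_1090* no longer passed at either time (adjusted p = 0.100 and 0.0837), nor *llmg_1093* at 30 minutes (adjusted p = 0.0591). Without fermentation 10, *llmg_1090* (r 0.584 and 0.491, adjusted p = 0.0915 and 0.152) and, for 30 minutes, *llmg_1095* (r 0.631, adjusted p = 0.0621) no longer passed.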

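Transcript of the sensor kinase gene *kinA* (*llmg_0909*), of its neighbouring response regulator gene *llrA* (*llmg_0908*) and of *llmg_2047* was lower in fermentations with better survival of oxidative stress (n = 13). After 30 minutes, r was −0.810 for *llrA*, −0.652 for *kinA* and −0.799 for *llmg_2047* (permutation p = 0.0011, 0.0163 and 0.00143, adjusted p = 0.00706, 0.0285 and 0.00706). After 60 minutes, r was −0.760, −0.642 and −0.641 (permutation p = 0.00287, 0.0183 and 0.0198, adjusted p = 0.00964, 0.0301 and 0.0309). For 60 minutes of heat, r was −0.590 for *llrA* (adjusted p = 0.0437), −0.676 for *kinA* (adjusted p = 0.0206) and −0.495 for *llmg_2047* (adjusted p = 0.101). Without fermentations 9 and 10 these heat values were −0.469 for *llrA* and −0.00360 for *kinA* (permutation p = 0.144 and 0.992), so that the relation of *kinA* rests on these fermentations, while that of *llrA* was weaker and missed a permutation p of 0.05.

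Without the 2 farthest fermentations, r was −0.721, −0.425 and −0.665 after 30 and −0.834, −0.280 and −0.525 after 60 minutes. Both relations of *kinA* (permutation p = 0.192 and 0.401) and the later one of *llmg_2047* (permutation p = 0.0985) were weaker and missed a permutation p of 0.05. Within day 1 it was −0.509, −0.689 and −0.512, and −0.754, −0.306 and −0.199 (exact permutation p 0.0764 to 0.692), and within day 2 −0.843, −0.518 and −0.828, and −0.706, −0.643 and −0.663 (exact permutation p 0.00933 to 0.229). After the day was taken out, *kinA* no longer passed for oxidative stress at either time (adjusted p = 0.117 and 0.118) or for heat (adjusted p = 0.0922), nor *llmg_2047* for 60 minutes of oxidative stress (adjusted p = 0.117) or *llrA* for heat (adjusted p = 0.165). The calls of *kinA* were lost without fermentation 3, 9, 10 or 13 at either time and that of *llmg_2047* at 60 minutes without 3, 8, 9, 10 or 13. The heat calls were lost without any of 9 fermentations for *llrA* (1, 2, 3, 4, 5, 6, 7, 9 and 13) and without 9 or 10 for *kinA*.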

Genes of which expression negatively correlated with robustness towards oxidative stress encoded for a two component signal transduction system (*llrA* and *kinA*) and for the universal stress protein E (*llmg_2047*). Furthermore, two genes encoding aminotransferases (*ilvE* and *araT*) negatively correlated with oxidative stress survival. These data demonstrate that the applied fermentation conditions affected gene expression levels, enabling correlation with the corresponding robustness phenotypes, resulting in transcriptome signatures associated with robustness towards heat and oxidative stress.

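Fermentations with better survival of oxidative stress had less transcript of *ilvE* (*llmg_1181*) and *araT* (*llmg_0066*), the branched-chain and aromatic aminotransferase genes. For 30 minutes, r was −0.903 for *ilvE* and −0.836 for *araT* (permutation p = 5e-05 and 0.00056, adjusted p = 0.0042 and 0.00706). For 60 minutes, r was −0.802 and −0.741 (permutation p = 0.00106 and 0.00422, adjusted p = 0.00706 and 0.0118). Between 27 and 35°C, *ilvE* (−0.42, adjusted p = 0.0917) and *araT* (−0.57, adjusted p = 0.0879) did not pass. Of the 11 genes of branched-chain amino acids, *ilvE* included, 2 and 3 were negative for 30 and 60 minutes adjusted over the list alone (camera adjusted p = 0.0141 and 0.000856, adjusted p = 0.328 and 0.307 with an estimated correlation).

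In the 11 fermentations left without the 2 farthest, r was −0.847 and −0.813 after 30 and −0.677 and −0.770 after 60 minutes (permutation p 0.00152 to 0.0231). For *ilvE*, r was −0.822 and −0.515 within day 1 (exact permutation p = 0.0444 and 0.274) and −0.937 and −0.884 within day 2 (exact permutation p = 0.000397 and 0.00675). For *araT* it was −0.900 and −0.744 within day 1 (exact permutation p = 0.0222 and 0.0986) and −0.791 and −0.696 within day 2 (exact permutation p = 0.0419 and 0.0984). Once the day was taken out, the 4 relations with oxidative stress still passed, and that of *ilvE* with 60 minutes of heat did not (adjusted p = 0.113). Without fermentation 10, *araT* no longer passed for 60 minutes (r −0.659, adjusted p = 0.0507). For 60 minutes of heat, *ilvE* had an r of −0.607 (permutation p = 0.0242, adjusted p = 0.0356), lost without fermentation 3, 4, 9, 10 or 13, and it rests on fermentations 9 and 10 (r −0.228 without them, permutation p = 0.503).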

### Absence of cysteine during growth increases robustness towards oxidative stress

The genes *metC* and *cysK*, encoding a cystathionine γ-synthase/cystathionine β-lyase and an *O*-acetylserine sulfhydrylase, respectively, were both associated with heat as well as oxidative stress survival (Table 2). These genes are co-transcribed [21], and this operon was described to be induced by sulfur starvation, particularly during low cysteine conditions, resulting in an increase in cystathionine β-lyase activity [22]. To assess if sulfur starvation could also induce an increase in robustness, MG1363 was fermented in chemically defined medium (CDM) without cysteine. Although an increased cystathionine β-lyase activity was observed in cells grown in CDM without cysteine, no difference in robustness towards heat stress due to absence of cysteine was observed (data not shown). However, cells grown in CDM lacking cysteine displayed an over 100-fold increased robustness towards oxidative stress as compared with cells grown in CDM with cysteine (Figure 5). These experiments demonstrate that association of transcriptome data with robustness phenotypes can pinpoint beneficial modifications in the fermentation process resulting in enhanced survival and, concomitantly, increased activity of starter cultures.

**Figure 5:**
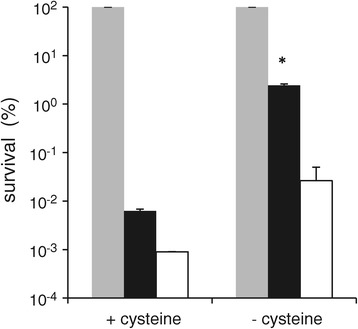
**Oxidative stress survival of MG1363 after growth with or without cysteine.** Survival of strain MG1363 grown in CDM with cysteine (+ cysteine) or without cysteine (− cysteine) after 0 minutes (grey bars), 30 minutes (black bars) and 60 minutes (white bars) of oxidative stress. Data represent averages of two biological replicates. Error bars indicate standard deviations. *P-value <0.05 (*t*-test, compared with 0 minutes of stress).

## Discussion

Fermentation conditions were demonstrated to highly impact (up to 1000-fold) on subsequent survival of *L. lactis* MG1363 during heat and oxidative stress, indicating that a careful selection of fermentation conditions prior to industrial processing is important for optimal survival of starter cultures prior to their application in (milk) fermentations. The use of specific fermentation conditions resulting in more robust phenotypes are not necessarily more time-consuming, since increased robustness did not correlate with decreasing growth rates. Thus, these robustness-enhancing measures appear straight-forward to be implemented in an industrial setting. Of all individual fermentation parameters that were exploited, temperature and oxygen level had the most pronounced effect on both gene expression and robustness. Instead of pre-adaptation, as has previously been demonstrated in MG1363 [15], cross-adaptation was observed. Aeration resulted in protection against heat stress, whereas a high temperature during fermentation resulted in increased robustness towards oxidative stress. This supports previous studies, which demonstrated that survival mechanisms towards heat and oxidative stress are (partially) overlapping in MG1363 [19,23]. Exploiting this overlap might be useful for improving robustness during spray drying, as both robustness towards heat stress and robustness towards oxidative stress contribute to survival during spray drying [4]. As we applied a combinatorial design, in which the impact of individual fermentation parameters is assessed in a background of multiple other parameters that are varied, it is more likely that the information obtained here is also relevant for the optimization of other (industrial) fermentation processes.

Gene expression levels and heat and/or oxidative stress survival were correlated, resulting in a set of genes of which expression is associated with robustness. This set included novel genes as well as genes that were previously demonstrated to be involved in stress. For example, the two-component system *kinA*/*llrA*, of which expression correlated with oxidative stress survival, is also involved in acid stress [18]. Expression of the genes *cysK* and *metC*, which both correlated with heat as well as oxidative stress survival was previously demonstrated to be altered during heat stress in *L. lactis* strain IL1403 [24]. In the same study, the oxidative stress survival associated genes *araT* and *mleS* were demonstrated to be differentially expressed during heat stress and both heat and salt stress, respectively [24]. Furthermore, induction of the gene *uspA*, encoding universal stress protein A, which was correlating with heat stress survival in our study, was also shown to correlate with heat tolerance in *Escherichia coli* [25]. Multiple genes (*dar*, *butA* and *butB*) involved in acetoin metabolism displayed correlation of expression and robustness towards oxidative stress. This is in line with previous studies in which production of diacetyl and acetoin in *L. lactis* was demonstrated to be influenced by oxygen concentrations and to be connected to NADH oxidase activity [26,27].

The transcript levels of *cysK* and *metC* positively correlated with robustness towards both heat and oxidative stress. We initially assessed the role of the *metC*-*cysK* operon in robustness by a gene deletion approach, which revealed altered robustness phenotypes, but the lack of an anticipated cysteine auxotrophy in the *cysK* gene deletion mutant [22] and presence of a gene (*llmg_0508*) with a similar function as *cysK* in the genome of MG1363 [28] complicates interpretation of these results (data not shown). Nevertheless, the observation of increased robustness towards oxidative stress after growth in absence of cysteine appears to confirm the role of the *metC*-*cysK* operon as an indicator of robustness. Although absence of cysteine probably results in differential expression of multiple genes, it is expected that the number of genes is limited and that the most pronounced effect will be on genes involved in cysteine and methionine metabolism, as was previously demonstrated in *L. lactis* strain IL1403 [29]. Regardless, absence of cysteine in the medium resulted in an increase in cystathionine β-lyase activity, indicating that expression of the *metC-cysK* operon was indeed increased, in line with earlier experiments [22]. Absence of cysteine did not affect robustness towards heat stress, indicating that the survival mechanism(s) induced by absence of cysteine are specific for oxidative stress. The observed increased robustness towards oxidative stress due to absence of cysteine in the growth medium seems to contrast with the general application of cysteine as a reducing agent in anaerobic fermentation media. However, the absence of a reducing agent in the medium might actually trigger the cells to induce protective mechanisms resulting in an increased robustness towards oxidative stress. The exact mechanism resulting in increased robustness remains unclear. As sulfur-containing amino acids are readily oxidized, it is tempting to speculate that changes in their metabolism influences oxidation/reduction status of the cell. Another possible explanation might be found in the fact that cysteine-derived proteins such as thioredoxin and glutathione were previously demonstrated to be involved in protection against oxidative stress [30,31].

The increased robustness towards oxidative stress after growth in medium lacking cysteine was not only observed in exponential phase, but also in stationary phase (data not shown), indicating that our observations in exponential phase are also relevant for cells harvested from the stationary phase of growth, which is typically the case in industry.

## Conclusions

In this study, we demonstrated the importance of careful selection of fermentation parameters prior to industrial processing of starter cultures. Furthermore, we have shown that correlation of heat and oxidative stress survival phenotypes and gene expression levels can reveal transcriptome signatures for robustness. Established stress genes as well as novel genes were associated with robustness towards heat and/or oxidative stress, which is relevant for survival during spray drying [4]. Assessment of the expression levels of this group of genes could function as an indicator to enable selection of optimized fermentation parameters resulting in enhanced robustness during spray drying. Moreover, we demonstrated that the removal of one single component from the growth medium can have an enormous effect on survival. The increased robustness of MG1363 after growth without cysteine, appears to confirm the role of the *metC*-*cysK* operon as an indicator for robustness and suggests that sulfur amino acid metabolism plays an important role in oxidative stress survival.

## Methods

### Fermentations

*L. lactis* strain MG1363 [6] was pre-cultured overnight at 30°C in 10 ml CDM [32,33]. The composition of the CDM was as described by Wegkamp *et al*. [34], with the following adjustments: 0.35 g/l asparagine instead of 0.42 g/l aspartic acid and 0.0025 instead of 0.001 g/l 6,8-thioctic acid, and the addition of 19 g/l β-glycerophosphate and 0.01 g/l *p*-aminobenzoic acid. Subsequently, 50 ml CDM was inoculated with 1% (v/v) of pre-culture and fermented under twelve different conditions varying in addition of salt (0 or 100 mM sodium chloride [Merck, Darmstadt, Germany]), starting pH (6.0 or 6.5), temperature (27, 30 or 35°C) and level of oxygen (static in 50 ml Falcon tube or shaken at 100 rpm in 500 ml shake flask with cotton plug). A combinatorial design was applied to achieve sufficient replicates to assess the effect of the individual fermentation parameters on robustness and transcriptome with a minimized number of fermentations (Table 1). Fermentations were performed on two separate days (fermentation number 1–6 on day 1, 7–12 on day 2) and, therefore, a replicate of fermentation 6 was added on day 2 (fermentation 13). In exponential phase of growth (OD_600_ between 0.6 and 0.75), cells were harvested for heat and oxidative stress survival assays and RNA isolation.

To assess the effect of cysteine in the medium, MG1363 was grown in CDM with or without cysteine at 30°C at a starting pH of 6.5 without addition of salt or oxygen.

### Heat and oxidative stress survival assays

Stress survival was determined by a method previously developed in our laboratory, with minor modifications [4]. Cells were harvested from 5 ml of culture by centrifugation at 1865 × *g* for 10 minutes and resuspended in 2.5 ml sterile 50 mM sodium phosphate (Merck) buffer pH 7.2. To measure heat stress survival, 0.5 ml of the cell suspensions were diluted twice by adding 0.5 ml of phosphate buffer and were incubated in duplicate in a volume of 0.1 ml at 50°C for 30 and 60 minutes in 0.2 ml PCR tubes (Bioplastics BV, Landgraaf, The Netherlands) in a Gene-Amp PCR system 9600 (Applied BioSystems, Foster City, California, USA). For assessment of oxidative stress survival, hydrogen peroxide (Merck) in phosphate buffer was added to 0.25 ml of the cell suspensions in duplicate to a final concentration of 5 mM and an end volume of 0.5 ml, followed by incubation for 30 and 60 minutes at 30°C in a water bath. After incubation, samples were centrifuged at 15,000 × *g* for 3 minutes and cells were resuspended in 0.5 ml of phosphate buffer. Survival was assessed by spotting serial dilutions in triplicate on M17 agar plates supplemented with 0.5% glucose [35]. Colony forming units (CFU) were determined after incubation of the plates for 72 hours at 30°C.

### RNA isolation and DNA microarrays

RNA isolation, subsequent cDNA synthesis and labeling, as well as DNA microarray hybridizations were performed using routine procedures, as described previously for *Lactobacillus plantarum* by Bron *et al*. [36] with minor adjustments. Aliquots of 5 ml of culture were centrifuged at 4000 × *g* for 3 minutes at 2°C and cells were resuspended in 0.5 ml cold TE buffer. To this suspension, 500 μl 1:1 phenol/chloroform, 30 μl 10% SDS, 30 μl 3 M sodium acetate pH 5.2 and 500 mg 0.1 mm zirconia beads (Biospec Products, Inc., Bartlesville, USA) was added in a 2 ml screw-cap tube and samples were frozen in liquid nitrogen and stored at −80°C. The DNA microarray hybridization scheme contained two connected loops, both containing samples derived on a single day (Additional file 4). A two-dye microarray-based gene expression analysis was performed on a custom-made 60-mer oligonucleotide array (Agilent Technologies, Santa Clara, California, USA, submitted in Gene Expression Omnibus under GEO Series accession number GSE58284) to determine genome-wide gene transcription levels. Co-hybridization of Cy5- and Cy3-labeled cDNA probes was performed on these oligonucleotide arrays at 65°C and 10 rpm for 17 h using GEX HI-RPM buffer (Agilent Technologies). After hybridization, slides were washed twice in Washbuffer#1 (Agilent Technologies) and subsequently in Washbuffer#2 (Agilent Technologies) at 37°C.

### Data analysis

The raw expression data were Lowess normalized and scaled to normalized probe expression levels using MicroPreP [37]. As in general multiple probes were designed for each ORF, the ORF expression level was calculated from the median of its probe signals. Normalized gene expression levels were further analyzed using the R BioConductor package [38]. After 2-log transformation, gene expression levels were plotted against robustness levels and significance of the correlation was assessed by a linear model.

Correlation of survival at the different time points, correlation of survival and growth rate or optical density and correlation of heat stress survival and oxidative stress survival was determined by calculating the Pearson correlation coefficient and corresponding *P*-values. Differences in the effect of individual fermentation parameters on growth characteristics, gene expression and robustness were assessed with a *t*-test. All statistic calculations were done in R (version 3.0.1 [39]). Correlations and differences were considered significant if the *P*-value of the corresponding tests was smaller than 0.05, unless otherwise stated.

## Additional files

Additional file 1:
**Growth curves of MG1363 during various fermentations.** Growth curves of strain MG1363 in fermentations as presented in Table 1. The data points between the dotted lines indicate the moment of harvesting cells for RNA isolation and stress survival assays. Additional file 2:
**Correlation of fermentation parameters and robustness.** Significance of correlation of individual fermentation parameters and robustness phenotypes, indicated by *P*-values (*t*-test, significant differences [*P* <0.05] are underlined). Additional file 3:
**Plots of gene expression and robustness levels.** Expression levels of all genes plotted against survival after 30 and 60 minutes heat and oxidative stress (A: genes *llmg_0001* to *llmg_1229*, B: genes llmg_*1230* to llmg_*2563*). Survival is expressed as the difference of log CFU/ml after stress and before stress. Numbers indicate fermentations as presented in Table 1. *P*-values above the plots indicate significance of correlation (assessed by a linear model). Additional file 4:
**DNA microarray hybridization scheme.** Numbers indicate fermentations as presented in Table 1. Samples connected with arrows were hybridized together, the arrow head represents Cy5-labeling, the back end Cy3-labeling.

How the deposited data were processed for this re-analysis (not part of the article)

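Transcript levels of *L. lactis* MG1363 were measured in 13 fermentations that differ in NaCl, starting pH, temperature and shaking, with 16 hybridizations of Cy3- and Cy5-labelled cDNA, which give 32 measurements (2 to 4 per fermentation). Fermentations 6 and 13 had the same settings on different days and were kept apart, as in the paper. The deposited table holds, for each gene and measurement, a relative signal on a linear scale that the authors normalized by Lowess, scaled with MicroPreP and took as the median of the probes of an ORF. It has 369 missing cells and 0 columns without a sample. The deposited scanner output holds the mean intensity of each spot and of its local background, without normalization. A further column of the deposited scanner output holds an other kind of value, a spot flag whose meaning is not stated, and it was not used here. Agilent's own processed signals were not analysed here.

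Values were computed from the scanner intensities with R 4.3.3, limma 3.58.1 and statmod 1.5.0. Each array has 15744 spots, of which 14204 belong to 10024 probes of the 2369 tested genes (1 to 10 probes per gene, median 5), 1004 to other predicted genes and 77 are negative controls. Background was corrected with normexp and an offset of 50, dyes were balanced by loess with control spots at weight 0, and arrays were scaled by Aquantile. Spots of a probe were averaged, and a gene is the median of its probes on the log2 scale. A fermentation is the mean of its Cy3 and Cy5 means, so that 13 values enter each fit. Mean signals ranged from 498.31 to 64189. The signal was 1.67 to 4.38 times the background (median 2.51), and 1760 genes were above the 95th percentile of the negative controls in every measurement.

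Shaken was compared with static, 100 with 0 mM NaCl and pH 6.5 with 6.0, each as a single factor in limma (lmFit and eBayes), and the 3 temperatures shared a fit with 3 levels. Survival was used as a numeric covariate, with values read by a script from the points of the paper's Figure 4. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 over all genes. The counts at an unadjusted p under 0.05 are given as well, since the paper states a threshold without naming an adjustment. Genes for both time points needed an unadjusted p under 0.05 at each and a product under 5e-05, as in the paper. For single genes, Pearson's r with survival was tested by 100000 permutations over the 13 fermentations, r was taken again without the 2 fermentations farthest from the median survival, and r within each day was tested by exact permutation. A further planned measure of these relations is not reported, and fewer of them pass by it than by r, so that the calls of single genes are calls by r alone. Correlations of single genes, permutation tests and intervals used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.

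Gene lists were tested with camera at a preset correlation of 0.01 and again with a correlation estimated from the data, with the number of members past the test over all genes and adjusted over the list alone. There were 22 lists: sulfur amino acids, chaperones and Clp proteases, oxidative stress and redox, respiration with menaquinone and haem, iron and metal transport, acetoin and pyruvate, glycolysis and sugar uptake, arginine deiminase, arginine synthesis, branched-chain amino acids, tryptophan and histidine synthesis, peptidases and peptide uptake, purine synthesis, pyrimidine synthesis, fatty acid synthesis, cold shock proteins, osmoprotection, acid stress, DNA repair, ribosomal proteins, and the genes of the paper's Table 2A and Table 2B. Members were matched by gene symbol.

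The comparisons, the lists, the alternatives named first and the rule for the genes named in the text were set before the data were examined. The rule takes, for oxygen, pH and 27 to 35°C, the 12 higher and 12 lower genes of smallest p past the threshold, or 3 and 3 said to fail where none passes; for salt and the smaller temperature steps 5 and 5 by the same rule; for survival 5 of each sign; up to 4 passing members of each list; and every gene the paper names in its text or Table 2, whose values in the paper had been seen.

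Alternatives were the authors' table, no background correction, scaling by quantiles or by medians of the channels, the mean of the probes, a filter for genes above the negative controls in at least 50% of the measurements, a plain mean of the hybridizations, the average of fermentations 6 and 13, the 32 measurements with the fermentation as a random block or as independent values, a fit of log ratios with a dye term, all parameters in one additive fit, the day as a block, each day alone, the methods' t-test, a plain linear model, leaving out fermentations 9 and 10, and leaving out each fermentation in turn. Added after the data were seen were the authors' table with the methods' t-test or with a plain linear model on unlogged values, and leaving out array 1 or fermentations 3 and 13. Overlaps between the temperature comparisons were set against 100 simulations, and each count of genes against 100 splits of the fermentations or orders of the survival values. The fits and the list test were tested on simulated data with added differences of known size. The experiment with and without cysteine was not analysed here. The positions of genes in the genome are not given, since the annotation at hand belongs to another strain and was used for gene names only.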

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

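Of the tests here, those of a single array or dye, of a shaken culture and of the day for fermentation 13, and the check of the salt genes against the other salted fermentations, were chosen after the result was seen. Chance flags about 1 in 20 groups, and 11 of 205 groups (a list median or a gene the paper names, over the shaken, the static or one temperature's fermentations) had a fermentation far from the others, 2 of them through fermentation 13 and 2 through fermentation 3. The value given is the gap to the nearest fermentation divided by the range of the group.

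At 30°C, fermentation 13 (static, pH 6.5, 100 mM NaCl) had a median of 3.04 over the purine synthesis genes, against −0.47 for the nearest (value 0.883), and 1.36 against −0.45 over the pyrimidine synthesis genes (value 0.892), although fermentation 6 had the same settings on day 1. All 4 measurements of fermentation 13, on different arrays and with both dyes, lay above every measurement of fermentation 6, which argues against a single array or dye, and the genes *nifJ*, *cadA* and *llmg_2243* lay 2.616 above the highest shaken fermentation, which argues against a shaken culture under this label. These genes were picked from the oxygen comparison, which counts fermentation 13 as static, and this weakens the test. Their calls held whichever single fermentation was left out. The other pH 6.5 fermentations of day 2 lay at least 0.3127 above fermentation 6 but far below fermentation 13, so the day alone does not give this level. The glycine betaine uptake genes *busAA* and *busAB* lay −0.7405 from the highest salt-free fermentation (13.35 against 14.09, at pH 6.0), a level that 3 of the 6 other salted fermentations do not reach either, but among the pH 6.5 fermentations it lay near the highest salt-free one (13.24) and below the lowest other salted one (13.94). Over all genes fermentation 13 lay nearer to the salt-free fermentation 3 (root mean square log2 difference 0.505) than to fermentation 6 (0.72). Growth in the paper goes with the label. It states that the growth curves of 6 and 13 were much alike. It gives a final OD of 2.72 and 2.78 and a maximum growth rate of 1.01 and 1.00. Growth rates were 0.94, 0.95 and 1.21 in the salt-free pH 6.5 fermentations. Their final ODs were higher, but so was that of the salted fermentation 10. The paper also states that survival of 6 and 13 was much alike after 60 minutes but varied after 30. For 30 and 60 minutes of heat and of oxidative stress, survival was −1.4, −6.4, −6.0 and −6.8 in fermentation 13. It was −3.4, −6.2, −4.9 and −6.3 in fermentation 6 and −2.2, −6.5, −6.1 and −7.0 in fermentation 3. In all 4 fermentation 13 lay nearer to 3 than to 6. The purine medians of the salt-free pH 6.5 fermentations 3, 7 and 11 were 0.59, −0.47 and 1.21, so a lack of salt alone does not give 3.04 either. A salt-free culture under this label stays open and cannot be told apart from the labelled one. Other sources of the purine level were not tested.

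From 27 to 35°C, 109 genes were called without and 0 with the day as a block by limma (295 at an unadjusted p under 0.05 with it), and a split of the fermentations by day called 258 genes (676 unadjusted), of which 53 are among the 109. With the block all 109 genes kept their direction at a median of 0.72. This is no separate evidence, since the change with the block is the change without it less the difference between the days at 30°C. At 30°C, the median difference between the days in the direction of the change was 17.63% of the median change (0.15 against 0.84 on the log2 scale), which argues against the day as the whole cause. At 30°C the fermentations of day 1 are all static and those of day 2 mostly shaken, which limits this test. Those of day 2 also include fermentation 13, flagged above. The test was not repeated without fermentation 13, so it argues against the day only if this fermentation is typical of day 2. The standard error became 1.534 times as large with the block (0.18 to 0.28), and the lowest adjusted p was 0.317, so a loss of precision remains open as a reason why the calls ended. A part of single differences may still come from the day or the slide, since 27°C and 35°C share neither.

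The expression of *cysK* and *metC* goes with survival, and so do oxygen and temperature. With both parameters taken out, 0 of the 4 survival measures had a permutation p under 0.05 for *cysK* (r 0.105, −0.288, 0.231 and 0.360) and 0 of 4 for *metC* (r 0.436, −0.246, −0.0355 and 0.0868), which is consistent with the parameters setting both expression and survival, or with too few fermentations to see a relation beyond them. Without fermentations 9 and 10, shaken at 35°C, 2 measures for *cysK* and 1 for *metC* kept a permutation p under 0.05, so it cannot be told apart whether these fermentations alone carry the rest. An effect of the genes themselves on survival was not tested by these samples.

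At 30°C the redox list had a median of −0.25 in fermentation 6, against −0.06 for the nearest (value 0.904). At 35°C the iron list had −0.26 in fermentation 12, against −0.01 (value 0.871). The branched-chain amino acid list had 0.46 in fermentation 5 at 30°C, against 0.01 (value 0.722), and −0.64 in fermentation 10 at 35°C, against −0.08 (value 0.879). The purine list had 1.21 in fermentation 11 at 35°C, against −0.41 (value 0.960). The cold shock list had 1.33 in fermentation 9 at 35°C, against −0.88 (value 0.891). At 27°C, fermentation 3 had less *butA* (9.09, against 9.88, value 0.950) and less *butB* (8.70, against 9.62, value 0.886), and at 30°C fermentation 8 had more *butB* (10.76, against 9.60, value 0.728). Of 387 other predicted genes on the array that the paper does not report on, 7 differed between 27 and 35°C at an adjusted p under 0.05 (lowest 0.00137, with 66 unadjusted), while 0 differed by oxygen with limma (lowest 0.0564, with 50 unadjusted).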

How the results depend on the processing

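Of the tests here, the authors' table with the methods' t-test or with a plain linear model on unlogged values and the runs without array 1 or without fermentations 3 and 13 were chosen after seeing the data. The direction of named genes was stable and their calls less so. Over all alternatives, 2583 values of named genes were on the same side of the threshold as reported and in the same direction, 655 lost the call, 27 gained it and 4 reversed. Of the relations of single genes with survival, 1074 were the same, 174 lost and 10 gained the call, and 2 reversed. Scaling by quantiles and the plain mean of hybridizations moved none of the counts by over 1.5 times. With the authors' table, the median difference of all genes is −0.11 for oxygen, −0.11 for pH and −0.14 for 27 to 35°C, so its directions are relative to that. With signals at 1.67 to 4.38 times the background, dim genes are compressed, and 13 fermentations limit all counts. In simulated data, 93% of added oxygen differences of 1 on the log2 scale and 48% of 0.5 were called, and 83% and 22% from 27 to 35°C, with 8 and 3 false calls. The simulated spread was that left after both oxygen and temperature, without a day difference. The reported fits take out 1 parameter only, so these shares may be too high for them. Alternatives that use Agilent's processed signals were not run. For the values that moved by over 1.5 times or reversed, given here by setting, the cause was not tested.

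With the authors' table, 45 genes were called for oxygen, 1 for pH, 36 from 27 to 35°C, 118 for 30 minutes of heat and 0 for 30 minutes of oxidative stress by limma. With the table and the methods' t-test, oxygen had 36 and 27 to 35°C 35. With the table unlogged in a plain linear model, 30 minutes of heat had 34, 30 minutes of oxidative stress 0 and heat at both times 18. The methods' t-test on the values used here gave 36 for oxygen and 0 for pH. A plain linear model gave 0 for 30 minutes of heat, 0 for 30 minutes of oxidative stress and 28 for heat at both times, and the same on unlogged values.

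Without background correction, 30 minutes of heat had 5 genes, and *llmg_0691* reversed for salt (0.0744). With channels centred on the median, 27 to 35°C had 48, 30 to 35°C 2 and 30 minutes of heat 3. With the mean of the probes, pH had 1, heat 5 and oxidative stress 2 for 30 minutes. With the filter for dim genes pH had 7. With fermentations 6 and 13 averaged, pH had 7, 30 minutes of heat 42 and of oxidative stress 0. The fit of log ratios with a dye term gave 1 for pH, 367 from 27 to 35°C, 7 from 30 to 35°C, 1 for 30 minutes of heat and 0 for 30 minutes of oxidative stress, and reversed *llmg_1497* (0.26), *arcC2* (−0.30) and *mutS* (*llmg_2491*, −0.0503) from 27 to 35°C.

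Taking the 32 measurements with the fermentation as a random block, 129 genes were called for oxygen, 45 for pH, 220 from 27 to 35°C, 8 from 30 to 35°C, 120 and 42 for 30 and 60 minutes of heat, 185 and 83 for oxidative stress, and 106 and 199 for both times. The replicate numbers in the labels do not pair samples, since deviations of measurements with the same number had a median r of −0.00305, against 0.212 on the same array. With a replicate block added, these counts were 128, 31, 208, 6, 116 and 28, 155 and 69, and 103 and 182. Taken as independent, which counts a culture several times, they were 430 for oxygen, 3 for salt, 237 for pH, 52, 617 and 203 for 27 to 30, 27 to 35 and 30 to 35°C, 585, 269, 639 and 519 for survival (880, 599, 913 and 827 unadjusted), and 262 and 505 for both times. One additive fit gave 127 for oxygen, 2 for salt, 12 for pH, 172 from 27 to 35°C and 5 from 30 to 35°C, and with the day added 0 and 1 for the last pair.

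With the day as a block, 0 genes were called from 27 to 35°C, 0 for 30 minutes of heat (290 unadjusted) and 0 for oxidative stress (294 unadjusted, and 182 for 60 minutes), 14 and 29 genes passed at both times, 36 of the 84 relations of single genes passed (66 without the block), and *llmg_2047* (0.0527) and *araT* (0.117) reversed for 30 minutes of heat. Within day 1, oxygen had 32, pH 0, 30 minutes of heat 45, 30 minutes of oxidative stress 0 (15 unadjusted, and 49 for 60 minutes) and both times 26 and 2. Within day 2, oxygen had 14, pH 0, 30 minutes of heat 0 (29 unadjusted, and 65 for 60 minutes), 30 minutes of oxidative stress 0 (263 unadjusted, and 143 for 60 minutes) and both times 1 and 14.

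Leaving out each fermentation in turn gave 42 to 80 genes for oxygen, 0 to 1 for salt, 1 to 10 for pH, 0 to 158 from 27 to 35°C, 0 to 58 for 30 minutes of heat (349 to 468 unadjusted), 118 to 221 unadjusted for 60 minutes of heat, 0 to 62 and 0 to 70 for 30 and 60 minutes of oxidative stress (258 to 556 and 214 to 512 unadjusted), 13 to 67 and 27 to 180 for both times, 86 to 192 for the overlap of the temperature comparisons, 61 to 79 of 220 list tests and 36 to 68 of 84 single relations. Without array 1, 30 minutes of heat had 5. Without fermentations 3 and 13, pH had 6, 27 to 35°C 23, 30 minutes of heat 68, 60 minutes of heat 113 unadjusted, 30 minutes of oxidative stress 0 (236 unadjusted), 60 minutes of it 216 unadjusted and oxidative stress at both times 23. Without fermentations 9 and 10, 30 minutes of heat had 0, 30 minutes of oxidative stress 0 (234 unadjusted), 60 minutes of it 127 unadjusted, and both times 0 and 13.

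The medians of the iron, chaperone and sulfur amino acid lists for oxygen, of arginine synthesis and chaperones from 27 to 35°C, and of purine, pyrimidine and tryptophan and histidine synthesis for pH kept their sign under each scaling. For oxygen, the medians of glycolysis, arginine deiminase, tryptophan and histidine synthesis, peptidases, osmoprotection and acid stress changed sign under at least one scaling, and from 27 to 35°C those of sulfur amino acids, arginine deiminase, osmoprotection and ribosomal proteins.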

Differences from the paper's values

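One of the tests here, a plain linear model on the authors' table without log transformation, was chosen after seeing the values. The paper's threshold is a P under 0.05 without a named adjustment, so counts at an unadjusted p under 0.05 are set beside the paper's. A count is taken as reaching the paper's when the larger is at most 1.5 times the smaller.

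For oxygen, 348 genes were found and the paper reports 148. Of the alternatives set before the data were examined, only day 2 alone (216) reaches the paper's value, and the others do not. The authors' table with the methods' t-test, which takes the authors' own values and named test, was added later. It is not among the alternatives set beside the paper's counts here. For salt there were 18 genes and the paper reports 6, and none of the alternatives closes the gap. For pH there were 225 genes and the paper reports 89, and only day 2 alone (129) reaches the paper's value. From 27 to 35°C there were 540 genes and the paper reports 296. The day as a block (295), the additive fit with the day (335) and leaving out fermentation 10 (387) or 11 (437) reach it, and the others do not. From 27 to 30°C there were 170 genes, against about 38 in Fig. 3, read by eye, and from 30 to 35°C 238, against about 51 in Fig. 3, read by eye, and no alternative closes either gap.

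For heat stress at both times, 51 genes met the rule (33 positive), and the paper reports 18 (13 positive). The day as a block (14), day 1 alone (26) and leaving out fermentation 9 (13) or 10 (17) reach the paper's value, and the other alternatives do not. For oxidative stress at both times, 82 genes met it and the paper reports 54. The authors' table (55), channels centred on the median (77), the filter for dim genes (81), a plain linear model (61, and 66 on unlogged values) and leaving out fermentation 4, 8, 9, 11, 12 or 13 (66, 59, 58, 78, 65 or 61) reach it, and the others do not. A plain linear model on the authors' table without log transformation, chosen after seeing the values, gives 18 for heat and 55 for oxidative stress, and drops 0 of the paper's 18 and 3 of its 54 genes.

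The paper places *cysD* among genes related to heat stress only, while here its r with oxidative stress was 0.614 and 0.726 (permutation p = 0.0275 and 0.00536, adjusted p = 0.0398 and 0.0132) over 13 fermentations, and it met the rule for both stresses. Where the paper marks few genes for both stresses, 20 met the rule for both here, among them all the paper marks, which are *cysK*, *metC*, *llmg_1094*, *llmg_1494* and *pepO2*.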

Other observations

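Of the tests in this part, the split by day and the interactions were chosen after the result was seen. At pH 6.5 compared with pH 6.0, 18 of 19 purine synthesis genes had a difference above 0, with a median of 1.12 (camera adjusted p = 5.9e-08, and adjusted p = 0.311 with an estimated correlation), and 0 were called over all genes by limma and 0 adjusted over the list alone. Of the 15 genes of pyrimidine synthesis, 15 were above 0, with a median of 0.71 (camera adjusted p = 2.5e-07, and adjusted p = 0.311 with an estimated correlation) and 2 higher adjusted over the list alone. The purine median was 0.86 within day 1 and 1.34 within day 2 (with the day as a block 1.09, camera adjusted p = 5.2e-07), and the pyrimidine median 0.82 and 0.57. By fermentation, the purine median was 0.54, 0.59, −0.79, −0.47, −0.47, 1.21 and 3.04 in fermentations 2, 3, 6, 7, 10, 11 and 13 of pH 6.5, and −1.09 to −0.08 in those of pH 6.0, so that fermentations 6, 7 and 10 lay within the range of pH 6.0. In the same order, the pyrimidine median was 1.01, 1.35, −0.61, −0.67, −0.39, 0.02 and 1.36 at pH 6.5, and −0.67 to 0.08 at pH 6.0, so that only fermentations 2, 3 and 13 lay above the range of pH 6.0. Branched-chain amino acids and acid stress lay lower at pH 6.5 (camera adjusted p = 0.00340 each, with 2 and 6 lower genes adjusted over the list alone, adjusted p = 0.311 and 0.137 with an estimated correlation), and so did respiration (camera adjusted p = 0.00676, 1 higher and 4 lower adjusted over the list alone, adjusted p = 0.311 with an estimated correlation). Ribosomal protein genes lay higher (median 0.09, camera adjusted p = 0.0407, adjusted p = 0.620 with an estimated correlation).

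With salt, branched-chain amino acids (median −0.19, camera adjusted p = 0.000368, adjusted p = 0.352 with an estimated correlation, 1 lower adjusted over the list alone) and arginine synthesis (median −0.19, 0 of 15 above 0, camera adjusted p = 0.00519, adjusted p = 0.481 with an estimated correlation) lay lower, the second with medians of 0.01 within day 1 and −0.42 within day 2. Ribosomal proteins lay lower as well (camera adjusted p = 0.000397, adjusted p = 0.787 with an estimated correlation), but the median was 0.13 within day 1 and −0.21 within day 2. The 5 cold shock genes had a median of −0.50 with salt (camera adjusted p = 0.0332, adjusted p = 0.787 with an estimated correlation), 0.84 with shaking (camera adjusted p = 0.0565) and −0.83 from 27 to 35°C (camera adjusted p = 0.176), and none passed singly by limma. With shaking, purine and pyrimidine synthesis lay lower (medians −0.51 and −0.28, camera adjusted p = 0.0299 and 0.0412, adjusted p = 0.768 with an estimated correlation), but the purine median was 0.50 within day 1 and −1.84 within day 2. From 27 to 35°C pyrimidine synthesis lay lower (median −0.82, camera adjusted p = 0.0155, adjusted p = 0.727 with an estimated correlation), with the day as a block −1.53. From 27 to 30°C fatty acid synthesis lay higher and redox and pyrimidine synthesis lower (camera adjusted p = 0.00209 each, adjusted p = 0.907 with an estimated correlation). From 30 to 35°C arginine synthesis lay higher (median 0.57, camera adjusted p = 2.2e-05, adjusted p = 0.429 with an estimated correlation, 5 higher adjusted over the list alone) and chaperones lower (camera adjusted p = 0.00115, adjusted p = 0.635 with an estimated correlation).

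Other lists did not pass for oxygen: branched-chain amino acids (camera adjusted p = 0.0528), acetoin and pyruvate (0.53), glycolysis (0.993, with a median of 0.00 and a mean of 0.03), arginine deiminase (0.877), arginine synthesis (0.766), peptidases (0.993), fatty acids (0.333), osmoprotection (0.877), acid stress (0.749), DNA repair (0.231) and ribosomal proteins (0.344). From 27 to 35°C, tryptophan and histidine synthesis (0.0555), sulfur amino acids (0.556), iron (0.963), fatty acids (0.281), glycolysis (0.281), respiration (0.281), purine synthesis (0.556), osmoprotection (0.556) and acid stress (0.842) did not pass. The genes of the paper's Table 2A and Table 2B, picked on these samples and so no independent evidence, were higher with shaking (camera adjusted p = 8.1e-05 and 0.00556, adjusted p = 0.312 and 0.397 with an estimated correlation) and lay higher with survival of 30 minutes of heat (camera adjusted p = 4.1e-06 and 0.00266, adjusted p = 0.0687 and 0.514 with an estimated correlation).

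Each count of genes was set against 100 splits of the fermentations into groups of the same sizes, the real split included. For oxygen (79 genes) 2 splits were as large, and for 27 to 35°C (109 genes) 1. A chance split of the 13 fermentations is thus unlikely there, but not excluded, since these shares are not adjusted for the number of counts tested. The highest other splits had 150 and 4 genes. These splits take no account of the day, which goes with 27 and 35°C, so a part of the day in the 109 genes is not excluded. When the day was a block, oxygen had 89 genes and 27 to 35°C 0 by limma (295 unadjusted), and without fermentation 3 the 109 genes became 0. The split with 150 genes puts fermentations 1, 2, 3, 4, 6 and 13 together and so follows the day in most of its members, and within day 1 and day 2, oxygen had 32 and 14 genes. For pH (2 genes) 7 splits were as large, and chance cannot be excluded. The highest other split, with fermentations 1, 3, 4, 5, 6 and 13 in one group, had 180 genes, several times the real count, which points to a structure of the samples. Of its 6 members, 5 are static and 5 are of day 1, so it follows shaking as closely as the day. For salt, 27 to 30°C and 30 to 35°C, with 0 genes each by limma (18, 170 and 238 unadjusted), all 100 splits were as large and the highest had 66, 26 and 45. For survival, chance orders of the values were used at an unadjusted p under 0.05, the real order included. For 30 minutes of heat 3 of 100 were as large (445 genes, highest other 505), and for 30 minutes of oxidative stress 1 (458, highest other 371). A chance order over all 13 fermentations is thus unlikely for these 2, but not excluded. More orders were as large for 60 minutes of heat (23 of 100, real 186, highest other 475) and of oxidative stress (6 of 100, real 350, highest other 545), where chance cannot be excluded either. These orders take no account of the day, so a difference between the days is not excluded. When the day was a block, 0 genes were called by limma for 30 minutes of heat (290 unadjusted) and 0 for 30 minutes of oxidative stress (294 unadjusted), and the unadjusted counts were 355 and 15 within day 1 and 29 and 263 within day 2, where 118 are expected by chance.

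A split by day called 258 genes between day 2 and day 1, more than any parameter, but 27°C was run on day 1 alone and 35°C on day 2 alone, so the day and the temperature cannot be separated in it. No interaction passed by limma between oxygen and day (138 genes unadjusted), pH and day (65), oxygen and salt (20) or oxygen and pH (23).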
